# Evaluating Effects of Glatiramer Acetate Treatment on Amyloid Deposition and Tau Phosphorylation in the 3xTg Mouse Model of Alzheimer’s Disease

**DOI:** 10.3389/fnins.2021.758677

**Published:** 2021-10-22

**Authors:** Dawling A. Dionisio-Santos, Berke Karaahmet, Elizabeth K. Belcher, Laura D. Owlett, Lee A. Trojanczyk, John A. Olschowka, M. Kerry O’Banion

**Keywords:** Alzheimer’s disease, beta amyloid, tau phosphorylation, neuroinflammation, microglia, glatiramer acetate

## Abstract

Neuroinflammation driven by the accumulation of amyloid β (Aβ) can lead to neurofibrillary tangle formation in Alzheimer’s Disease (AD). To test the hypothesis that an anti-inflammatory immunomodulatory agent might have beneficial effects on amyloid and tau pathology, as well as microglial phenotype, we evaluated glatiramer acetate (GA), a multiple sclerosis drug thought to bias type 2 helper T (T_h_2) cell responses and alternatively activate myeloid cells. We administered weekly subcutaneous injections of GA or PBS to 15-month-old 3xTg AD mice, which develop both amyloid and tau pathology, for a period of 8 weeks. We found that subcutaneous administration of GA improved behavioral performance in novel object recognition and decreased Aβ plaque in the 3xTg AD mice. Changes in tau phosphorylation were mixed with specific changes in phosphoepitopes seen in immunohistochemistry but not observed in western blot. In addition, we found that there was a trend toward increased microglia complexity in 3xTg mice treated with GA, suggesting a shift toward homeostasis. These findings correlated with subtle changes in the microglial transcriptome, in which the most striking difference was the upregulation of *Dcstamp*. Lastly, we found no evidence of changes in proportions of major helper T cell (T_h_) subtypes in the periphery. Overall, our study provides further evidence for the benefits of immunomodulatory therapies that alter the adaptive immune system with the goal of modifying microglia responses for the treatment of Alzheimer’s Disease.

## Introduction

Recently, it has been recognized that peripheral innate and adaptive immune cells play important roles in influencing brain immunity (Brioschi and Colonna, 2019). As the resident immune cells of the central nervous system, microglia actively respond to AD neuropathology. In addition, microglia activity can be modulated by changes in peripheral inflammation (MacPherson et al., 2017). Studies have shown that patients with systemic infection and chronic inflammatory conditions are at a higher risk of developing AD (Holmes et al., 2009; Huang et al., 2015). Moreover, various systemic pro-inflammatory insults, such as peripheral LPS injections or induction of arthritis, can influence the magnitude of amyloid and tau pathology in mouse models (Lee et al., 2010; Kyrkanides et al., 2011).

One peripheral immunomodulator that has garnered attention in the search for AD therapeutics is the drug glatiramer acetate (GA, Copaxone^®^). GA is a random mixture of polymers composed of glutamic acid, alanine, tyrosine, and lysine that is currently approved for the treatment of relapsing-remitting multiple sclerosis (MS). The mechanism of GA action in mouse models of MS is unclear, but some of the major hypotheses include polarizing helper T cells to a T_h_2 phenotype through bystander effect and inducing an alternatively-activated phenotype in peripheral monocytes, which in turn decreases the infiltration of proinflammatory immune cells to the central nervous system (Prod’homme and Zamvil, 2019). In the brain, GA has been shown to promote neuroprotection by increasing the levels of neurotrophic factors such as BDNF (Aharoni et al., 2003), IGF-1 (Skihar et al., 2009), and IGF-2 (Zhang et al., 2010) and by increasing microglial secretion of anti-inflammatory cytokines such as IL-10 (Pul et al., 2011).

Glatiramer acetate may be a potential treatment for AD. Some groups have shown that peripheral administration of GA can decrease pathology in several amyloidogenic mouse models (Butovsky et al., 2006, 2007; Baruch et al., 2015; Koronyo et al., 2015; Li et al., 2020). A suggested mechanism is that GA has an immunosuppressive effect on regulatory T cells (T_regs_) in the choroid plexus, promoting monocyte migration into Aβ plaque laden areas, which increases clearance (Baruch et al., 2015; Koronyo et al., 2015). Furthermore, GA-induced infiltration of peripheral cells into the CNS is associated with an increase in IL-10 mRNA, suggesting a decrease in neuroinflammation, which may be important for GA-mediated reductions in AD pathology. These findings are consistent with earlier reports which show induction of CD11c in microglia after GA treatment (Butovsky et al., 2006). Together, these studies suggest GA may be a potent immunomodulator in the setting of AD and may have a beneficial impact on AD pathology. However, no study to our knowledge has evaluated the impact of GA on tau and amyloid pathology concurrently.

We hypothesized long-term administration of GA would improve cognitive behavior, reduce Aβ pathology, and reduce tau phosphorylation in the 3xTg mouse model of AD. We hypothesized that these effects would be mediated through an anti-inflammatory microglial phenotype promoted by a peripheral T_h_2 response. Although we observed improved novel object recognition performance and decreased Aβ load after GA treatment, we saw mixed results with tau pathology depending on phosphorylation sites. We were also able to identify microglial morphological and transcriptomic correlates to the effect on neuropathology. Altogether, we argue that in addition to decreasing plaque, GA may also modulate tau pathology; however, the precise peripheral or local immune mechanisms remain functionally elusive in our aged 3xTg mouse model.

## Materials and Methods

### Transgenic Mice

All animal procedures were reviewed and approved by the University Committee on Animal Resources of the University of Rochester Medical Center for compliance with federal regulations prior to the initiation of the study. 3xTg AD mice express mutated human APP Swedish, MAPT P301L, and PSEN1 M146V genes under control of the Thy1.2 promoter and develop Aβ plaque deposits and intraneuronal hyperphosphorylated tau aggregates with age (Oddo et al., 2003). These mice were obtained from Frank M. LaFerla and Salvatore Oddo by Howard Federoff and have been maintained as a homozygous breeding colony at the University of Rochester. Age-matched non-transgenic mice bred continuously in a parallel colony with a similar genetic background were used as controls. Approximately 15-month-old female 3xTg AD and non-transgenic mice were used for this study. This age was selected as a time when these animals reliably begin to demonstrate advanced tau phosphorylation along with amyloid pathology (Mastrangelo and Bowers, 2008). All of our mice were retired breeders obtained from a colony maintained by Dr. Allison Elder at the University of Rochester. We chose to utilize female 3xTg AD mice for our study because it has been previously reported that females develop more aggressive pathology compared to males (Mastrangelo and Bowers, 2008).

### Glatiramer Acetate Immunization

Fifteen month-old female 3xTg AD mice received subcutaneous injections of GA (ApexBio) at 500 ng/μL in phosphate-buffered saline (PBS) or PBS alone (control group) twice during the first week of treatment and then once a week for 7 additional weeks. Each mouse received 200 μL per injection. This treatment regimen was selected based on previous studies with GA in amyloidogenic models (Butovsky et al., 2006; Baruch et al., 2015; Koronyo et al., 2015).

### Novel Object Recognition

During the habituation phase, 3xTg AD mice were allowed to explore a 31 × 31 cm box for 10 mins containing two identical objects spaced ∼15 cm apart. All objects used were ceramic doorknobs of 5–6 cm in height and ∼3 cm in width. Objects and chambers were washed thoroughly with 70% ethanol before each trial. Two hours after the habituation phase, each mouse was returned to the experimental cage containing the object to which it was previously exposed (familiar object; FO) as well as a novel object (NO). Placement of the NO was randomized for each mouse. Mice were allowed to explore familiar and novel objects during a 5 min test that was videotaped for subsequent analysis using the AnyMaze Software. Scoring of the NOR performance was based on the time spent exploring both familiar and novel objects. The behavior of the mouse was considered explorative when the animal’s head faced the object with the neck extended and vibrissae moving. Simple proximity, passing-by, or standing on the object did not count as exploration. Mice that spent less that 20 s exploring both objects were not included in the analysis. Novel object exploration was calculated as discrimination index defined by the following formula:

$$\text{Discrimination}\,\text{Index}=\frac{\text{Time}\,\text{with}\,\text{NO}-\text{Time}\,\mathrm{with}\,\text{FO}}{\text{Time}\,\text{with}\,\mathrm{NO}+\text{Time}\,\mathrm{with}\,\mathrm{FO}}$$

### Immunohistochemistry

Mice were deeply anesthetized with a mixture of ketamine (i.p., 100 mg/kg) and xylazine (i.p., 10 mg/kg), and perfused intracardially with 0.15 M phosphate buffer (PB) containing 0.5% sodium nitrite (weight/volume) and 2 IU heparin/mL. For immunohistochemistry, one hemisphere was fixed over-night in 4% paraformaldehyde (PFA), pH 7.2 in 0.15 M PB at 4°C. Brains were equilibrated in 30% sucrose in PB overnight, frozen in cold isopentane and stored at −80°C. Frozen brains were then cryosectioned into 30 μm sections on a −25°C freezing stage microtome and free-floating sections were stored in a cryoprotectant solution until assayed. For immunohistochemical protocols, sections were washed to remove cryoprotectant, incubated in 3% H_2_O_2_, washed, blocked with 10% normal goat serum and incubated in primary antibody for 48 h at 4°C. For Aβ immunostaining, sections were incubated with 70 % formic acid for 3 mins after the first wash. They were then washed and incubated with secondary antibody for 2 h at room temperature and developed with Elite ABC kit and 3,3-diaminobenzidine (Vector laboratories). Sections were mounted, cleared and cover slipped in DPX (VWR). For fluorescent immunostaining, sections were incubated with secondary antibodies bound to Alexa/Dylight fluorophores (Invitrogen) and cover slipped in Prolong Gold (Invitrogen). For biotinylated primary antibodies the secondary antibody incubation was omitted, and an Alexa fluorophore conjugated to streptavidin was used. Primary and secondary antibody dilutions were as follows: biotinylated 6E10 (Invitrogen) 1:2,000; Iba1 (Wako) 1:3,000; biotinylated HT7 (Thermo Scientific) 1:10; anti-pT205 (Invitrogen) 1:5,000; anti-PHF1 (Dr. Peter Davies) 1:100; biotinylated goat anti-rabbit IgG and anti-mouse IgG (Vector) 1:2,000; goat anti-rat IgG Alexa 488 (Invitrogen) 1:1,000; goat anti-rabbit IgG Alexa 594 (Invitrogen) 1:1,000.

### Image Acquisition and Analysis

Photomicrographic images were captured by a Zeiss Axioplan Iii microscope equipped with a Sensicam (Cooke Corporations), using Slidebook 6.0 software (Intelligent Imaging Innovations, Inc.). For 6E10 histological analysis, 8-Bit grayscale images from the hippocampus were captured using a 5x objective. Subiculum boundaries were defined in ImageJ^1^ and area fractions were determined using a threshold to minimize artifact. Phospho-Tau and total tau-stained sections were imaged using a 10x objective. CA1 boundaries were defined in ImageJ, after which background was subtracted. Area fractions were then determined using an average threshold to minimize artifact.

Confocal images were obtained using an Olympus FV1000 laser scanning confocal microscope (Center Valley, PA, United States) in the Confocal and Conventional Microscopy Core of the University of Rochester Medical Center Core Facility Program. All images were acquired using sequential scanning and oversaturation was prevented by using the hi-lo feature of the FV1000 software. UPLAN objectives were used to acquire the images. For quantitative analysis, hippocampal sections were co-stained Iba1 and DAPI and imaged with a 40x oil-objective.

For microglia Sholl analysis, confocal acquired z-stacks were imported into ImageJ and compressed into a max z-projection in which individual microglia whose process arbor was within the image (8 microglia per image) were selected and cropped into a new, blank image. Images of individual microglia were thresholded to create binarized arbor outlines, despeckled once to remove artifacts, and analyzed using the semi-automated ImageJ Sholl plugin 5,53.

### ELISA and Western Blots

Hippocampi were quickly dissected, frozen in isopentane and stored at −80°C until further processing. Hippocampi were homogenized in Tissue Protein Extraction Reagent (T-PER; Thermo Scientific) at a concentration 50 mg/mL with protease and phosphatase inhibitor tablets (Thermo Scientific), vortexed and sonicated. Lysates were centrifuged at 100,000 g for 1 h. The supernatant was carefully collected and stored at −80°C. This was analyzed as the soluble fraction, bearing both monomeric and oligomeric forms of Aβ. The pellet, bearing insoluble, fibrillar Aβ, was extracted in guanidinium-HCl pH 6.0 (150 mg/mL) and centrifuged at 100,000 g for 1 h. The supernatant was stored in −80°C to be analyzed as the insoluble fraction. Soluble samples were diluted 1:5 in kit buffer for ELISA (Invitrogen). Insoluble samples were diluted 1:1,000 in kit buffer. All dilutions were established empirically.

For Western blot, hippocampal lysates were diluted 1:5 and protein concentration were determined by a BCA assay (Thermo Scientific). Protein (15 μg/lane for most blots) was electrophoresed on a Tris–HCL polyacrylamide gel and transferred to a nitrocellulose membrane (Bio-Rad) for 60 mins at 4°C. After 1 h in Western blocking reagent (Roche Diagnostics), membranes were incubated overnight with primary antibodies. After rinsing, blots were incubated with peroxidase-linked secondary antibodies (Thermo Scientific), treated with the ECL substrate (Supersignal WestDura Kit) and bands were visualized using the Azure c600 imaging systems (Azure Biosystems). Primary antibodies were: HT7 (Dako) 1:1,000; pT205 (Invitrogen) 1:1,000; and PHF1 (gift of Dr. Peter Davies) 1:1,000.

### Microglia Isolation and RNA Analysis

#### Microglia Isolation

Mice were perfused as described in section “Immunochemistry.” Brains were removed, hippocampi were dissected, and hippocampal tissue was homogenized using a Dounce homogenizer. Myelin was removed by magnetic separation using myelin depletion beads and LS columns (Miltenyi Biotec) according to the manufacturer’s protocol or through a continuous 40% percoll gradient adapted from Hammond et al. (2019). In our preliminary studies, we found that both of these methods were equally effective in terms of yield and viability (data not shown). Following myelin removal, cells were washed with FACS buffer (1× PBS containing 0.05% BSA), incubated in Fc block (2.4G2, 1:100, BioLegend), and stained with CD11b-FITC (M1/70, Biolegend), CD45-APC/Cy7 (30F11, Biolegend) and P2Ry12-APC (S16007D, Biolegend). DAPI (BD) was used as our viability marker. Microglia were defined as DAPI^–^CD45^int^CD11b^+^ cells and were sorted on a FACSAria (BD) in the University of Rochester Medical Center Flow Cytometry Core facility.

#### RNA Isolation and RNAseq

Sorted cells were collected in 300 μl RLT Buffer (Qiagen) and total RNA was isolated using the RNeasy Plus Micro Kit (Qiagen). RNA concentration was determined with the NanopDrop 1000 spectrophotometer (NanoDrop) and RNA quality assessed with the Agilent Bioanalyzer 2100 (Agilent). 1 ng of total RNA was pre-amplified with the SMARTer Ultra Low Input kit v4 (Clontech) per manufacturer’s recommendations. The quantity and quality of the subsequent cDNA was determined using the Qubit Flourometer (Life Technnologies) and the Agilent Bioanalyzer 2100 (Agilent). 150 pg of cDNA was used to generate Illumina compatible sequencing libraries with the NexteraXT library preparation kit (Illumina) per manufacturer’s protocols. The amplified libraries were hybridized to the Illumina flow cell and sequenced using the NovaSeq6000 sequencer (Illumina). Single end reads of 100 nt were generated for each sample. DESeq2-1.28.1 within R-4.0.2 (Love et al., 2014) was used to perform data normalization and differential expression analysis with an adjusted *p*-value threshold of 0.05 on each set of raw expression measures. To identify biological themes from the expression data, DeSeq2 output was run through the pre-ranked module of Gene Set Enrichment Analysis (GSEA 4.0.3, Broad Institute) (Subramanian et al., 2005). The gene ranking was based on signed 1/unadjusted *p*-value. The gene set database used was c5.all. The overrepresentation test of gene sets under “Biological Processes” was run through clusterProfiler 3.16.0 (Yu et al., 2012) with Entrez IDs of up and downregulated (*p* < 0.1) genes imported from DESeq2 output (Yu et al., 2012). *P*-values were adjusted by “BH” with a cutoff of 0.05.

#### Quantitative Real-Time PCR

To validate RNAseq results, 30 ng of cDNA generated from SMARTer Ultra Low Input kit v4 (Clontech, see Microglia Isolation) was used as input. To determine relative abundance of major transcription factors of CD4 T_h_ subsets, we used RNAeasy Mini Kit (Qiagen) on CD4^+^ cells that were magnetically isolated from the spleen (see Flow cytometry). PCR reactions were carried out in a final volume of 10 μl reactions containing TaqMan Fast Advanced Master Mix (Applied Biosystems) and Applied Biosystems Taqman Kits for *Dcstamp*, *Tbx21*, *Gata3*, and *Rorc*. Samples were denatured at 95°C for 5 min, followed by 40 cycles of denaturing at 95°C for 30 s, annealing at 60°C for 30 s and extension at 72°C for 30 s. Fold changes were determined with delta-delta Ct method.

### Flow Cytometry

Spleens were harvested from 3xTg AD and non-transgenic mice and homogenized in RPMI media by passing through a 70 μm filter to yield a single cell suspension. Red blood cells were lysed with ACK buffer (Thermo Fisher). T cells were isolated from the spleen homogenate utilizing mouse CD4^+^ T cell isolation kit, mouse (Miltenyi Biotec) and LS columns according to the manufacturer’s protocol. For CD3 and CD28 co-stimulation experiment, 96-well flat-bottom plates were coated with 200 μL per well of anti-CD3 at 10 μg/mL and incubated overnight at 4°C. After a PBS wash, 1 × 10^6^ CD4^+^ splenocytes were plated per well in complete RPMI media and anti-CD28 was added (2 μg/mL) to each well. After an 18-h 37°C, 5% CO_2_, the cells were resuspended and incubated with fixable viability dye (Zombie Yellow, BioLegend). They were then blocked with anti-CD16/32 Fc Block (BD Pharmingen, 2.4G2 1:100) for 15 mins at RT, stained for extracellular markers, fixed and permeabilized (FoxP3/Transcription Factor Staining Buffer, Invitrogen) according to manufacturer’s instructions, and stained for intracellular transcription factors overnight at 4°C in the dark. Samples were washed, read with LSRII cytometer (BD Biosciences) and analyzed with appropriate FMO and single-stained controls using FCS Express 6 (De Novo Software). The following antibodies were used: CD4-APC/Cy7 (RM4-5), CD8α-PE/CF594 (53-6.7), CD25-PE/Cy7 (PC61), CCR8-FITC (SA214G2), T-bet-PE (4B10), FoxP3-APC (FJK-165, ebioscience), Gata3-BV421 (L50-823), IL7Rα-BV605 (A7R34), CXCR3-BV711 (CXCR3-173), and CD44-BV785 (IM7). Unless otherwise mentioned, all antibodies were obtained from Biolegend.

### Statistics

Observers were blinded to subject treatment prior to behavioral tests and immunohistochemistry analysis. All statistical comparisons were performed using Prism 7.0 (Graphpad Software). A *p*-value ≤ 0.05 was considered significant. Shapiro-Wilk test was used to determine normality of the data. Based on results of normality test, Student’s *t*-test or Mann Whitney test were employed when two group means were compared. Results where more than two group means were compared were analyzed with one-way or two-way Analysis of Variance (ANOVA) depending on the number of parameters. A Tukey’s multiple comparison was used to establish significance between individual groups in such instances.

## Results

### Glatiramer Acetate Injections Improve 3xTg AD Mice Cognitive Performance

Previously, it has been shown that GA treatment can improve behavioral performance in two different amyloidogenic models (Butovsky et al., 2006; Baruch et al., 2015). We tested the cognitive abilities of aged 3xTg AD mice that received GA or PBS in subcutaneous injections for a period of 8 weeks (Figure 1A) using NOR. Some groups have reported increased anxiety in 3xTg AD mice when performing behavioral tasks that include aversive stimuli (Sterniczuk et al., 2010), so we purposely utilized this low-stress task to measure changes in cognitive impairment. Two-way ANOVA revealed that treatment with GA affected the discrimination index between the groups (Figure 1B; *F* = 4.71, DFn = 1, DFd = 38, *P* = 0.0363). Subsequent *post hoc* comparison analysis showed that PBS treated 3xTg AD mice had a significantly worse discrimination index compared to non-transgenic animals treated with PBS (*P* = 0.02) or GA (*P* = 0.04) but GA treatment significantly improved behavioral performance of 3xTg mice (*P* = 0.01).

**FIGURE 1:**
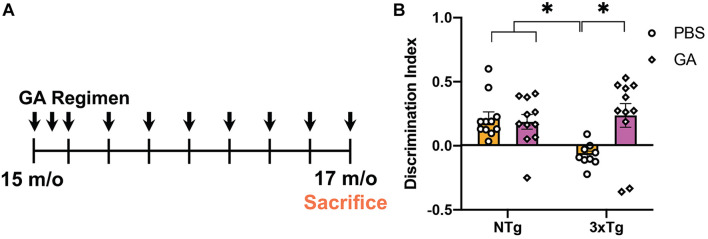
Experimental design and behavioral assessment of 3xTg AD mice after glatiramer acetate (GA) treatment. **(A)** Schematic of GA treatment regimen. 14–16-month-old 3xTg Alzheimer’s disease (AD) or non-transgenic mice received weekly subcutaneous injections with 200 μL GA at 500 ng/μL diluted in phosphate-buffered saline (PBS) for a period of 8 weeks. Mice were tested with Novel Object Recognition after 8 weeks of GA administration. **(B)** GA treated 3xTg AD mice have a significantly higher discrimination index when compared to PBS injected transgenic mice treated for 8 weeks. GA did not have a significant effect on the discrimination index of non-transgenic animals. Numerical data represented as mean discrimination index ± SEM **(B)**. *n* = 9–11 animals per group. *P < 0.05. Two-Way ANOVA with *post hoc* multiple comparisons **(B)**.

### Glatiramer Acetate Injections Reduce Amyloid Deposits in 3xTg AD Mice

Previous groups have determined that weekly treatment with glatiramer acetate reduces plaque load as well as brain tissue levels of soluble and insoluble Aβ as soon as 4 weeks (Baruch et al., 2015). We endeavored to confirm this finding in aged 3xTg AD mice. We found that weekly injections of GA for 4 weeks did not significantly reduce Aβ pathology based on immunohistochemical staining of plaque with 6E10 and concentrations of Aβ 1–40 and 1–42 (Supplementary Figure 1), which contrasts with previous findings in more aggressive amyloidogenic models. However, 8 weeks of GA treatment led to a decrease in subicular 6E10 immunostaining compared to PBS treatment (Figures 2A,B; *P* = 0.02). Eight weeks of GA treatment significantly decreased levels of hippocampal Aβ 1–42 in both the soluble (Figure 2D; *P* = 0.02) and insoluble (Figure 2F; *P* = 0.03) fractions, but not Aβ 1–40 levels (Figures 2C,E).

**FIGURE 2:**
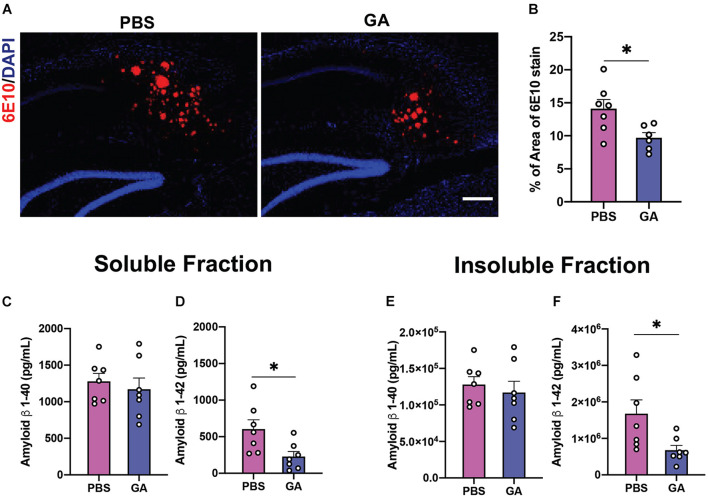
Amyloid β (Aβ) load in the hippocampus of 3xTg AD mice after GA treatment. **(A)** Representative images of Aβ plaques with 6E10 immunostaining in the subiculum of 3xTg AD mice after 8 weeks of PBS or GA injections (scale bar, 100 μm). **(B)** 3xTg AD mice injected with GA had significantly less 6E10 immunostaining. **(C–F)** ELISA for soluble and insoluble Aβ 1–40 and 1–42 demonstrated that GA-treated mice showed a significant reduction of Aβ 1–42 in both the soluble **(D)** and insoluble **(F)** fraction after the 8-week regimen. Numerical data are represented as average percent area **(B)** or pg/ml **(C–F)** of Aβ ± SEM. *n* = 6–8 animals per group. *P < 0.05. Student’s *t*-test.

### The Effect of Glatiramer Acetate on Tau Phosphorylation

Given that subcutaneous injections of GA have been reported to have anti-inflammatory and neurotrophic effects in the mouse CNS, we sought to also evaluate the effect of GA on tau pathology. We found that GA decreased PHF1 immunopositivity in the CA1 region of the hippocampus of 3xTg AD mice following 4 weeks (Supplementary Figure 1) and 8 weeks of treatment (Figures 3A,B; *P* = 0.04). The PHF1 antibody recognizes neurofibrillary tangle (NFT) phospho-epitopes on serine 396 and serine 404 that abolish the ability of tau to bind microtubules (Evans et al., 2000). In contrast, GA did not alter immunopositivity of phospho-threonine 205 (pT205) after 4 weeks (Supplementary Figure 1) and increased pT205 immunopositivity after 8 weeks of treatment (Figures 3A,C; *P* = 0.003). GA did not affect total tau stain, detected with the HT7 antibody (data not shown). Despite the changes observed with immunohistochemistry, we were not able to detect significant changes in tau phosphorylation after 4 weeks (Supplementary Figure 1) or 8 weeks of treatment utilizing western blot (Figures 3D–F).

**FIGURE 3:**
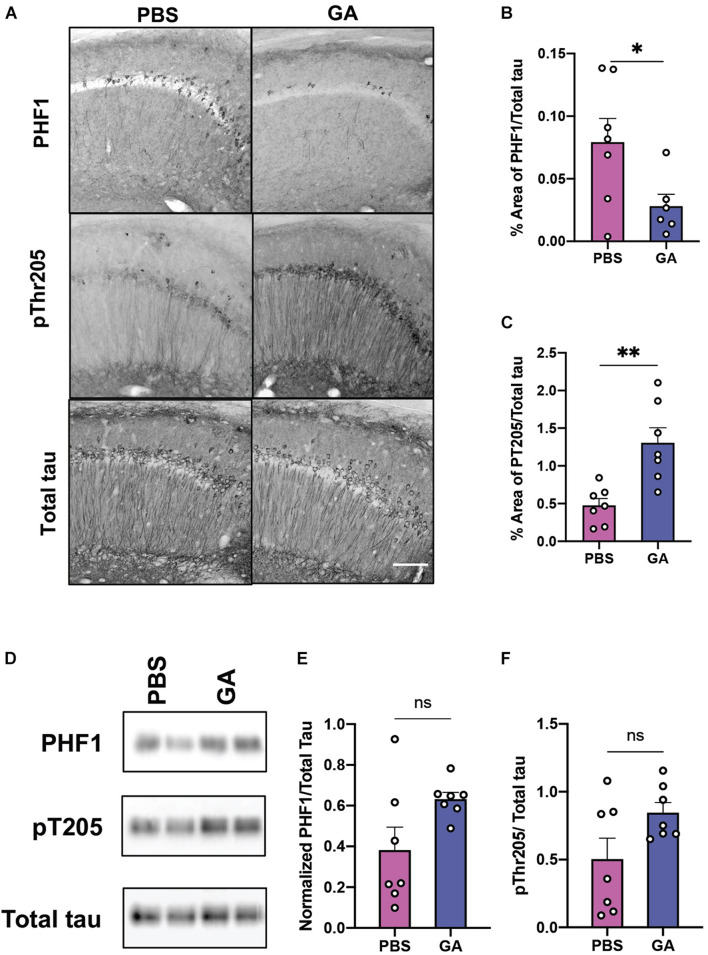
Phosphorylated tau in the hippocampus of 3xTg AD mice after GA treatment. **(A)** Representative images of tau phospho-Ser396/Ser404 (PHF1 epitope), phospho-Thr205 and total human tau immunostaining in the CA1 of 3xTg AD mice after 8 weeks of PBS or GA injections (scale bar, 50 μm). We observed a significant reduction of PHF1 staining in 3xTg AD mice injected with GA after 8 weeks of treatment **(B)**. Staining of pThr205 was significantly increased after 8 weeks of GA treatment **(C)**. Representative images of phosphorylated tau immunoblots from total hippocampal lysates after 8 weeks of PBS or GA injections **(D)**. Percent of area covered by tau stain was determined after threshold utilizing Image(J) software **(E,F)**. Numerical data are represented as area fraction phospho-tau normalized to total tau **(B,C,E,F)** ±SEM. *n* = 6–8 animals per group. *P < 0.05; **P < 0.01; ns, not significant. Student’s *t*-test or Mann-Whitney test.

### Glatiramer Acetate Modestly Alters Microglia Activation, Morphology and RNA Expression

Given that GA is an immunomodulatory drug we decided to evaluate the phenotype and activation state of microglia. We performed Sholl analysis on Iba1-stained microglia in the hippocampus (Figures 4A,B). Curves obtained from this analysis, which summarize the distance between processes and soma, were evaluated by comparing the area under the curve (Figure 4C). Two-way ANOVA revealed that genotype significantly affected the microglia complexity between the groups (Figure 4C, *F* = 20.79, DFn = 1, DFd = 16, *P* = 0.0003). On the other hand, treatment with GA did not significantly affect microglia complexity (Figure 4C, *F* = 2.31, DFn = 1, DFd = 16, *P* = 0.1482). Post hoc comparisons revealed that PBS treated 3xTg AD mice had a significant reduction in process ramifications, a morphological state which is characteristic of activated microglia, compared to PBS (*P* = 0.0044) and GA (*P* = 0.0027) treated non-transgenic mice. GA treatment for 8 weeks did not significantly change microglia process ramifications in 3xTg AD mice when compared to PBS treated 3xTg AD mice, but the data suggest a trend toward increased microglial complexity with GA treatment (*P* = 0.1).

**FIGURE 4:**
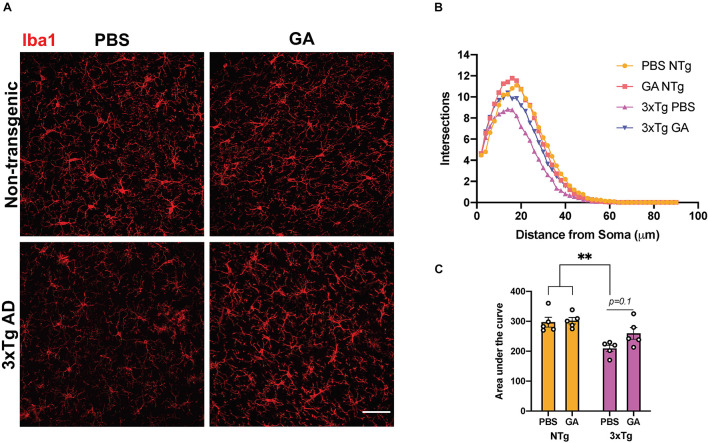
The effect of GA on microglia morphology. **(A)** Representative images show Iba1 immunopositive microglia in the hippocampus of 3xTg AD and non-transgenic mice (scale bar, 25 μm). **(B)** Sholl analysis of microglia following 8 weeks of GA treatment. **(C)** Area under the curve was used to describe the difference between the curves. Microglia from non-transgenic mice were significantly more complex than microglia from PBS injected 3xTg AD mice. Numerical data presented as mean ± SEM. *n* = 4–5 animals per group. **p < 0.01. Two-way ANOVA with *post hoc* multiple comparisons.

To further assess microglial changes after 8 weeks of GA treatment, we performed RNAseq on CD11b^+^CD45^int^ cells isolated from the hippocampi of GA- and PBS-treated 3xTg AD mice (Figure 5A). 

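RNA from sorted hippocampal microglia was sequenced in 10 libraries of female 3xTg AD mice, 5 from PBS-treated and 5 from GA-treated animals. According to the paper, each injection held 200 μL of GA at 500 ng/μL or of PBS, with 2 injections in the first week and weekly injections for 7 further weeks. The sample labels give a weekly dose of 0.1 mg of GA, the amount that an injection of this volume and concentration holds, and mention no additional injection in the first week. They name a percoll gradient as the step that removed myelin, for which the paper's methods also list magnetic beads. The authors deposited the number of reads counted on each gene, without normalization, for 55453 genes listed by symbol. Neither the paper's text nor the labels name the genome build, the gene annotation, the aligner or the counting program, or say whether the libraries kept the strand of the RNA. Total counts per library ranged from 32332185 to 37708856 in the PBS group, with a median of 32755942, and from 33300102 to 38764643 in the GA group, with a median of 35275011. Each library title joins a prefix and a number. All 5 PBS libraries carry the prefix 388, the GA libraries 394_1 and 394_2 carry the prefix 394, and the GA libraries 400_1, 400_2 and 400_3 carry the prefix 400. The meaning of the prefix is not stated, and since no prefix holds both treatments, an effect of the prefix and an effect of GA cannot be told apart. Genes were kept with edgeR's filterByExpr function at its minimum count of 10, which left 14481 genes. Counts were normalized by edgeR's TMM method and are given per library as normalized CPM. GA was compared with PBS by edgeR's quasi-likelihood F-test with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Single measures were also compared by a two-sided exact permutation test over all arrangements of the 10 libraries, whose smallest p-value is 0.00794. Gene identifiers and positions were taken from GENCODE M21 on GRCm38, which holds 54510 of these 55453 symbols.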

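*Dcstamp* (ENSMUSG00000022303.9) had 73.5 ± 16.2 CPM (SD, n = 5) in the PBS group and 139 ± 41 CPM (SD, n = 5) in the GA group. These values rest on 2044 to 3427 reads per PBS library and 2824 to 6308 reads per GA library. Its log2 fold change was 0.92 (standard error 0.20, adjusted *P* = 0.847 from edgeR's quasi-likelihood F-test), and 4 of the 5 GA libraries lay above every PBS library (two-sided exact permutation test, *P* = 0.0159). When each library was left out in turn, the log2 fold change of *Dcstamp* stayed between 0.81 and 1.05. *Gm1070* (ENSMUSG00000073018.5) had 0.0974 ± 0.110 CPM (SD, n = 5) with PBS and 0.853 ± 0.216 CPM (SD, n = 5) with GA. It was counted 0 to 9 times per PBS library and 20 to 41 times per GA library, and the count of 0 in PBS libraries 388_3 and 388_4 allows for up to 3 reads in each. Its log2 fold change was 3.07 (standard error 0.69, adjusted *P* = 0.847 from the same edgeR test), and each of the 5 GA libraries lay above every PBS library (two-sided exact permutation test, *P* = 0.00794). Without one library the log2 fold change of *Gm1070* ranged from 2.77 to 3.84, the latter without PBS library 388_2. Among the 14481 genes, 0 had an adjusted p-value under 0.05, and 833 had an unadjusted p-value under 0.05, where chance gives 724. In the edgeR fits without one library the latter count ran from 595 without GA library 400_1, where chance gives 737, to 1137 without PBS library 388_5, where chance gives 736. It was below the number chance gives in 5 of the 10 fits, those without 388_4, 394_1, 400_1, 400_2 and 400_3, and also with the GA libraries of prefix 394 alone (503, where chance gives 777) and with DESeq2 (1245, where chance gives 1375). DESeq2, the paper's tool, run with its defaults, called 2 genes, *Dcstamp* with a log2 fold change of 0.92 (standard error 0.19) and *Gm1070* with 3.12 (standard error 0.67), both at an adjusted p-value of 0.0311. Among settings that kept all 10 libraries, DESeq2 without independent filtering and the Cook cutoff moved the count furthest from edgeR's 0. It called 3 genes, these 2 and *8030474K03Rik*, a gene named after its values were seen. In settings added after the data were seen, DESeq2 called 0 genes with a mean per title prefix (adjusted p-value 0.182 for *Dcstamp* and 0.0958 for *Gm1070*) and 0 with GC and length trends removed (0.122 and 0.0566). With each library left out in turn, DESeq2 with its defaults called both *Dcstamp* and *Gm1070* in 2 of the 10 fits. In these fits the adjusted p-value of *Dcstamp* ran from 8.1e-06 to 0.290 and that of *Gm1070* from 5.9e-04 to 0.104. Over the other alternative settings, including the edgeR fits without one library, the ranges were 0.0238 to 1.00 for *Dcstamp* and 0.0302 to 1.00 for *Gm1070*.

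**Figure D1:**
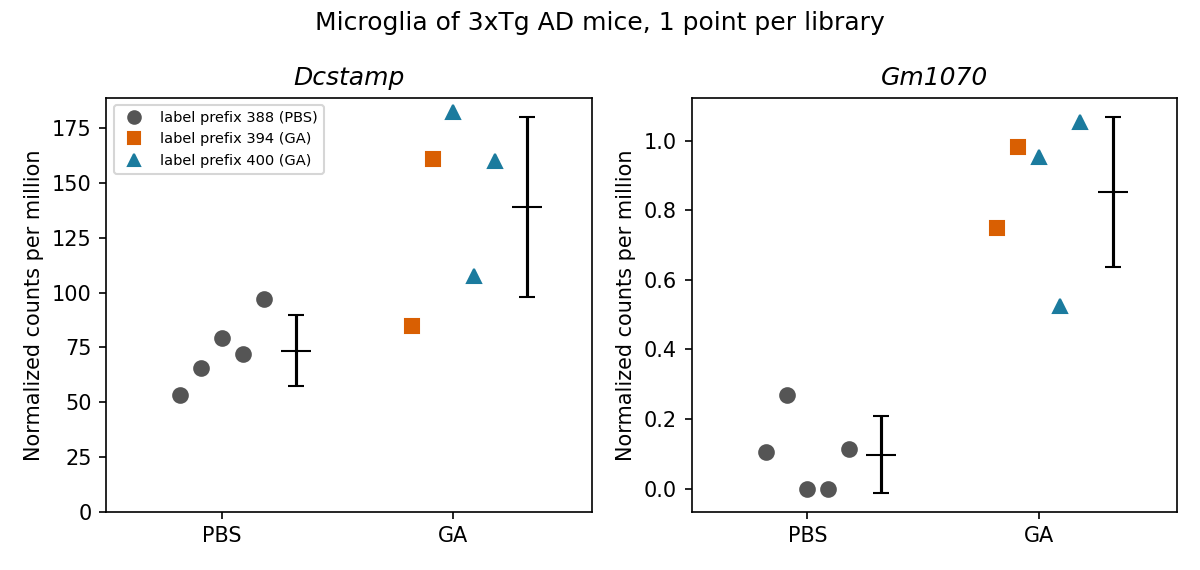
Normalized counts (CPM) of *Dcstamp* (left) and *Gm1070* (right) in the 5 PBS and 5 GA libraries. Each point is 1 library, its color and shape give the prefix of its title, and the bars give the mean ± SD. The GA libraries sit between 84.6 and 182 CPM for *Dcstamp* and between 0.524 and 1.05 CPM for *Gm1070*.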

We found that the only statistically significant (*P* < 0.05) differentially expressed genes were *Gm1070* and *Dcstamp* (Figure 5C), which were both upregulated in microglia from GA treated mice. We confirmed the upregulation of *Dcstamp* in RNA isolated from microglia through RT-PCR (Figure 5D, *P* = 0.02).

**FIGURE 5:**
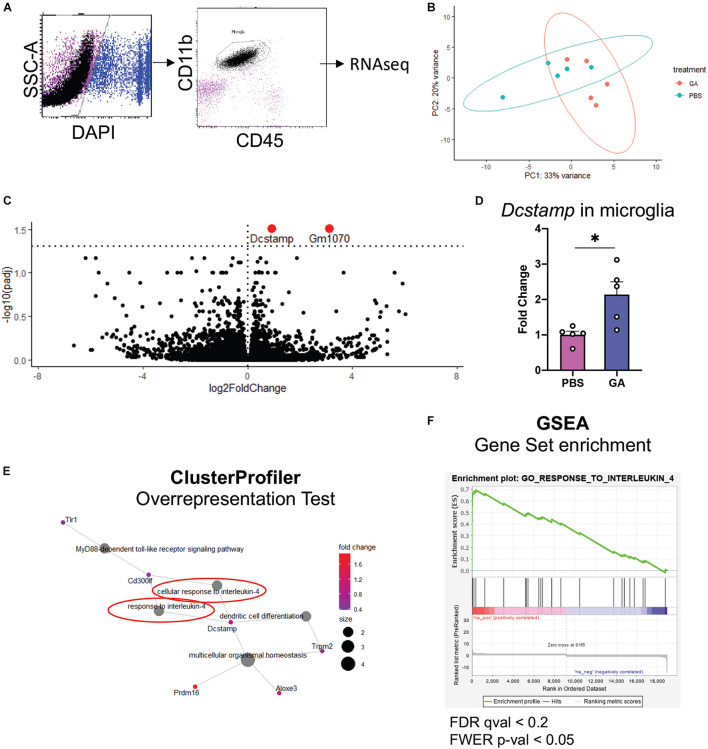
Microglial transcriptome following GA treatment. **(A)** Representative figure of workflow and FACS plots: Viable hippocampal microglia were sorted by FACS and processed for RNAseq. Data was analyzed with DESeq2. **(B)** PCA plots outlining the similarities between samples. **(C)** Volcano plot showing differentially expressed genes in green. The dashed horizontal line denotes *p* = 0.05. One statistically insignificant outlier is not displayed due to excessively high log2FoldChange. **(D)** qRT-PCR was used to confirm the upregulation of *Dcstamp*. **(E,F)** Gene ontology-based analyses reveal enrichment of pathways pertinent to IL-4 response. **(E)** Overrepresentation test was performed with the upregulated genes that had *p* < 0.1. 13 genes met these criteria. Gene-Concept Network shows enrichment of “cellular response to interleukin-4” and “response to interleukin-4” (circled in red, **E**). Immune cell activation/differentiation along with IL-4 response seems to be a common functional module. **(F)** GSEA plot showing the only significantly positively enriched term (FWER; *p* < 0.05) in microglia isolated from GA-treated animals in our pre-ranked GSEA. *P < 0.05, Student’s *t* -test.

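For the principal components, counts were transformed with DESeq2's variance-stabilizing transformation, blind to the groups, and the 500 most variable genes were used. The paper's text does not name its transformation. PC1 held 31.5% of the variance and PC2 20.1%. The mean PC1 score was 5.20 units higher in the GA group (two-sided exact permutation test, *P* = 0.0397), and the groups did not differ on PC2 (the same test, *P* = 0.579). PBS library 388_4 had the lowest PC1 score, at -10.0. The difference on PC1 had a permutation p-value of 0.0556 without PBS library 388_3, 0.111 without 388_4, 0.159 without GA library 400_1, 0.0873 without 400_2 and 0.0952 without 400_3. The genes with the strongest weights at the low end of PC1, named after their values were seen, were *Ngp*, *Ltf* and *S100a9*. On PC2, GA libraries 394_1 and 394_2 scored 3.70 and 3.56, while GA libraries 400_1, 400_2 and 400_3 scored -1.11, -5.52 and -4.18. The setting that moved PC1 most was log2 CPM with a prior count of 2, which gave it 23.65% of the variance and a permutation p-value of 0.103 for the groups.

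**Figure D2:**
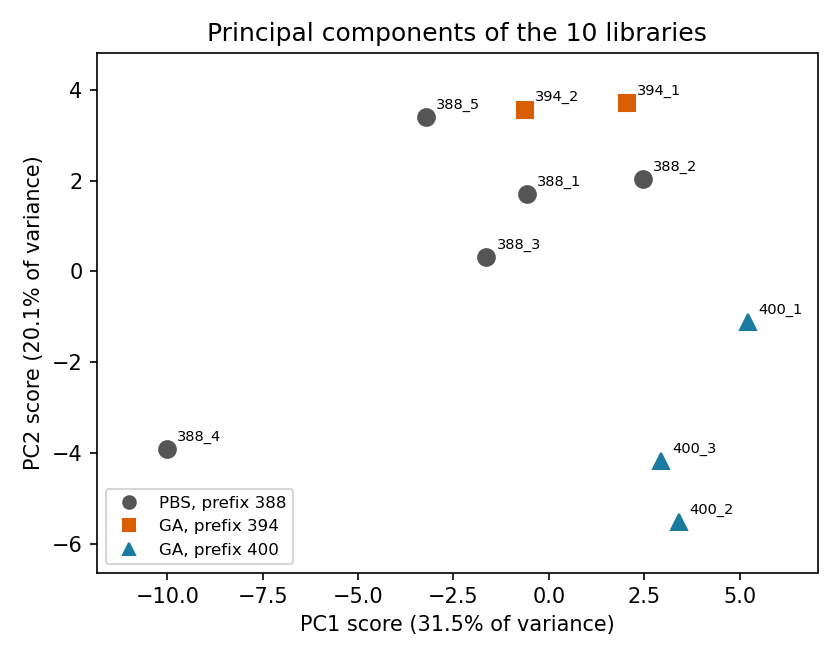
Scores of the 10 libraries on PC1 (horizontal, 31.5% of the variance) and PC2 (vertical, 20.1% of the variance), in the units of the transformed counts. Each point is 1 library, with color and shape for its treatment and title prefix. PBS library 388_4 lies apart at the left, and the 3 GA libraries of prefix 400 lie below the 2 of prefix 394.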

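The adjusted p-values of DESeq2, which gives one to 18944 genes, were under 0.1 for 15 genes that were higher and 20 genes that were lower in the GA group. The 15 higher genes were *Dcstamp*, *Gm1070*, *Carmil1*, *Prdm16*, *Trpm2*, *3110001I22Rik*, *Mocs3*, *Marco*, *Tlr1*, *Gm37305*, *Epb41l5*, *Sdad1*, *Cd300lf*, *Gm10123* and *Aloxe3*. Those that the paper does not name are listed here after their values were seen. An Entrez identifier was found for 12 of the 15 in GENCODE, for 13 in RefSeq and for 14 in either. The number of higher genes ranged from 2 without GA library 400_2 to 33 without PBS library 388_5, and between 2 and 11 of the 15 were among them in each fit without one library. In edgeR's quasi-likelihood F-test no gene had an adjusted p-value under 0.1 in either direction. Of the other genes of Figure 5E, *Tlr1* had 47.1 ± 6.80 CPM (SD, n = 5) with PBS and 63.5 ± 6.39 CPM (SD, n = 5) with GA, a log2 fold change of 0.43 (standard error 0.10), and *Trpm2* had 78.4 ± 9.14 CPM (SD, n = 5) and 102 ± 7.44 CPM (SD, n = 5), a log2 fold change of 0.38 (standard error 0.09). *Cd300lf* rose from 11.4 ± 1.08 CPM (SD, n = 5) to 16.5 ± 3.09 CPM (SD, n = 5), a log2 fold change of 0.54 (standard error 0.14). It lies inside *Rab37* on the opposite strand and shares 0 exon bases with it. *Prdm16*, of which 109 exon bases are shared with *B230104I21Rik* on the opposite strand, was counted 10 to 61 times per PBS library and 68 to 182 times per GA library. *Aloxe3* was counted 37 to 68 times with PBS and 68 to 139 times with GA. The difference from PBS exceeded the spread between libraries for these 5 genes, with every GA library above every PBS library for 4 of them and 4 of the 5 GA libraries above for *Aloxe3*. Adjusted over the list alone, the edgeR p-values of 7 of the 7 genes the paper names were under 0.05, against 0 adjusted over all genes, and since the study chose these genes on the same libraries the former is not independent evidence. *Gm10123*, a processed pseudogene whose sequence also occurs in *Ppia*, had 492 and 520 reads in GA libraries 400_2 and 400_3 and at most 7 reads in any other library.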

One limitation of RNAseq is the difficulty in obtaining biological insight from genome-wide expression data. In particular, subtle changes may be hidden by technical noise. Moreover, focusing solely on select genes that reach the statistical thresholds may mask the biological pathways involved (Subramanian et al., 2005). To extract this type of information, we performed Overrepresentation Analysis (i.e., hypergeometric test) with clusterProfiler R package on genes that showed *p* < 0.1 when comparing PBS and GA treated 3xTg mice, and Gene Set Enrichment Analysis (GSEA) on DESeq2 output. 

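The members of the gene ontology sets were not used here, and no overrepresentation test was run. In their place, a list of 35 genes tied to the IL-4 response was written by hand before the counts were examined. It includes *Dcstamp* and *Cd300lf*, which Figure 5E links to IL-4 and which the study picked from these libraries, so both were left out when single genes of the list were examined. Of the other 33 genes, 26 passed the filter on low counts, and 14 of these were higher and 12 lower in GA by edgeR's fit. Their log2 fold changes ran from -2.23 to 0.57. An unadjusted p-value under 0.05 from edgeR's quasi-likelihood F-test was found for 3 genes, while 0 had an adjusted p-value under 0.05, whether adjusted over the list alone or over all genes tested. The smallest p-value belonged to *Chil3*, which was lower in the GA group, with 18.7 ± 13.7 CPM (SD, n = 5) under PBS and 3.97 ± 4.30 CPM (SD, n = 5) under GA. For *Chil3* the unadjusted p-value was 0.0170 in the edgeR test and 0.135 in a two-sided exact permutation test, and the libraries of the 2 groups overlapped, with 0.687 to 32.3 CPM under PBS and 0.404 to 10.8 CPM under GA. *Chil3* also had one of the strongest weights at the low end of PC1, beside *Ngp*, *Ltf* and *S100a9*. The sum of 7 neutrophil marker genes was lower in GA too, at a mean of 49.3 CPM against 187 CPM under PBS. Whether *Chil3* follows neutrophil RNA was not tested, so its drop need not reflect a microglial response to IL-4.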

In both types of analysis, we noted a significant enrichment of pathways related to IL-4 response (Figures 5E,F). 

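For the ranked test, all 27495 genes with a p-value from DESeq2 were ordered by signed 1/unadjusted p-value, as the paper's methods state, and the running sum of GSEA with weight 1 was computed for the IL-4 list with *Dcstamp* and *Cd300lf*, of which 34 genes were ranked. The enrichment score was 0.999, and its p-value against 10000 random gene sets of the same size was 0.0021. *Dcstamp* stood at rank 1 and carried 98.9% of the weight of the list. Of 10000 random lists that contained *Dcstamp*, 83.3% scored as high. The alternative that moved the score most was to leave out *Dcstamp* and *Cd300lf*, which gave 0.534 with a p-value of 0.172 from random gene sets. Without *Dcstamp* alone the score was 0.968 and the p-value 0.0182. Under signed 1/adjusted p-value, a measure that ran from -14.7 to 32.1, the score was 0.600 with a p-value of 2.0e-04, and *Dcstamp* carried 43.5% of the weight of the list, with 1.08% of random lists that contained it scoring as high. The ranking axis of Figure 5F has the range of signed 1/adjusted p-value, while signed 1/unadjusted p-value, the measure the methods state and to which the shares of 98.9% and 83.3% apply, ran from -46706 to 579100. With each library left out in turn, the score under signed 1/unadjusted p-value ranged from 0.802, without GA library 394_2 and with a p-value of 0.0613, to 1.00 without 394_1.

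**Figure D3:**
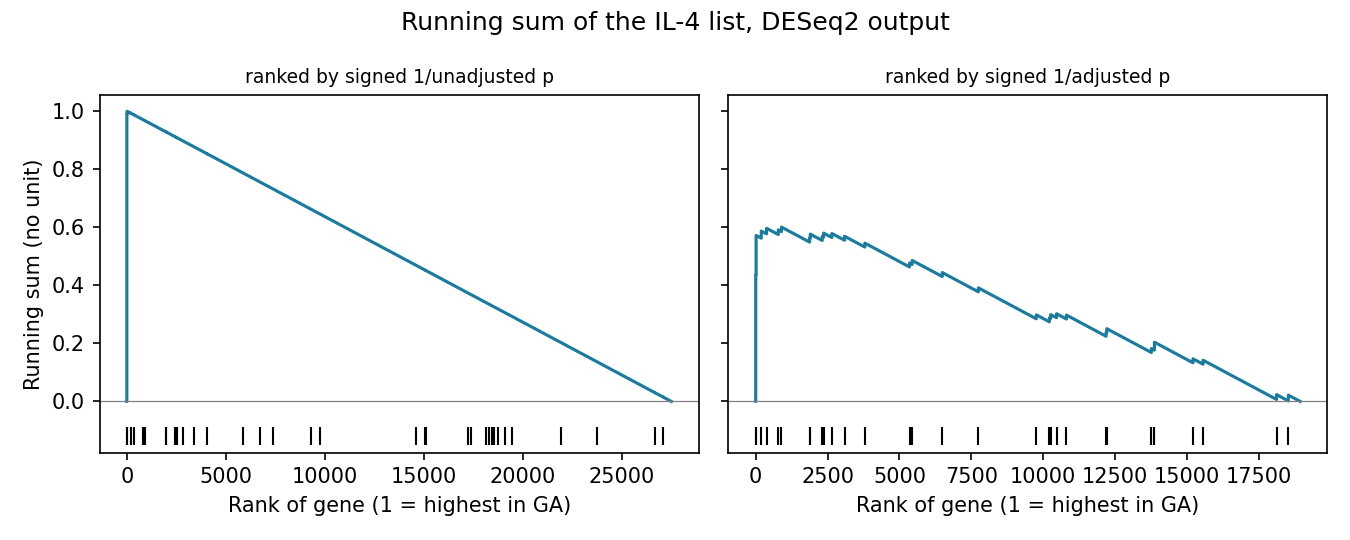
Running sum (vertical, no unit) of the IL-4 list along all genes ranked from highest to lowest in the GA group (horizontal, rank), under signed 1/unadjusted p-value on the left and signed 1/adjusted p-value on the right. Ticks mark the genes of the list. The sum peaks at 0.999 near the top of the ranking on the left and peaks at 0.600 on the right.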

In fact, the only gene set that was significantly positively enriched (FWER; *p* < 0.05) in microglia isolated from GA-treated mice was “GO_Response_to_Interleukin_4” in GSEA analysis.

### Glatiramer Acetate Does Not Modify CD4^+^ T_h_ Cell Proportions in the Periphery

Glatiramer acetate has been reported to induce a shift toward type 2 immune responses in the periphery (He et al., 2014). We chose to investigate peripheral CD4^+^ T cell populations in order to determine whether changes in their immunophenotype could be correlated with changes in microglia and pathology. We performed quantitative real-time PCR (qRT-PCR) experiments on isolated CD4^+^ splenocytes for the major transcription factors of T_h_1, T_h_2, and T_h_17 cells: Tbx21, Gata3, and Rorc (Figures 6A–D). We did not find a significant difference in the expression of these transcription factors in splenocytes after 8 weeks of GA treatment. Further, we attempted to identify whether percentages of splenic CD4^+^CD25^+^ cells (T_regs_) had been impacted by GA treatment through flow cytometry (Figure 6E). We did not detect any statistically significant changes in proportions of T_regs_ as well (Figure 6F). We also did not observe a statistically significant difference in percentages of CD4^+^CD44^+^ cells (Figure 6G) which are known to correspond to activated T cells.

**FIGURE 6:**
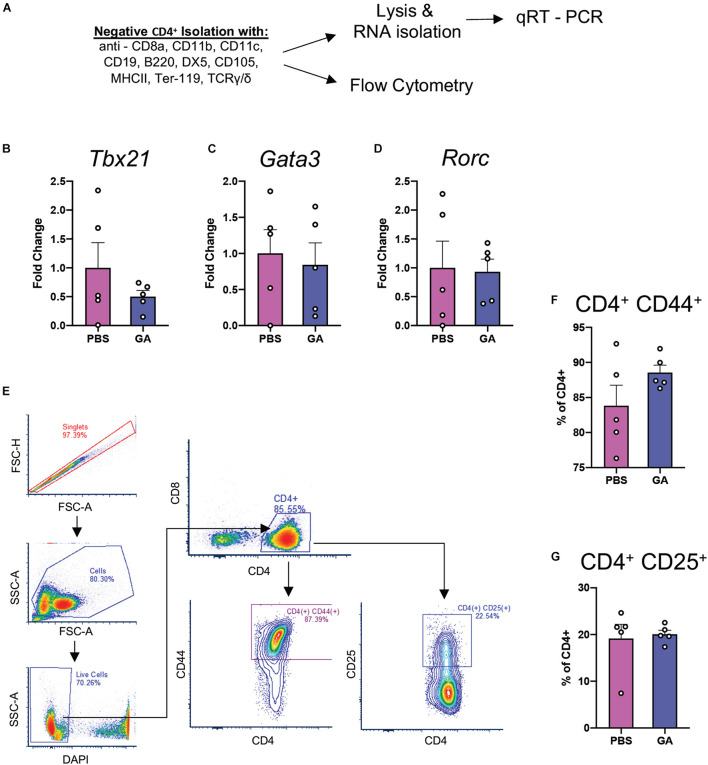
CD4^+^ T_h_ responses at 8 weeks of GA treatment. **(A)** Schematic representing isolation of splenic CD4^+^ T cells for flow cytometry and qRT-PCR analyses of major T_h_ transcription factors: *Tbx21* (T_h_1, **B**), *Gata3* (T_h_2, **C**), and *Rorc* (T_h_17, **D**). We couldn’t detect statistically significant differences between any of the comparisons. **(E)** Representative gating strategy to quantify activated T cells (CD4^+^CD44^+^) and Tregs (CD4^+^CD25^+^) in the samples isolated in panel **(A)**. We were not able to detect any statistically significant differences in CD4^+^CD44^+^ **(F)** or CD4^+^CD25^+^ **(G)** percentages. Numerical data presented as mean ± SEM. *n* = 4–5 animals per group. Student’s *t*-test.

Given that the temporal dynamics of the immune response to GA may have been a contributing factor, we chose to characterize CD4^+^ T-cell activation profiles in a different cohort of mice at a 4 week time point. To ask whether CD4^+^ T cells were primed toward a certain type of T cell activation profile, we re-stimulated splenic CD4^+^ cells from the same cohort for 18 h with CD3 and CD28 (Supplementary Figure 2A). However, we did not detect any change in their phenotype through intracellular staining with TBET, GATA3, or FOXP3 for flow cytometry (Supplementary Figures 2B–D) despite being able to confirm decreased PHF1 immunostaining in this cohort, similar to what was observed in other cohorts with 4 and 8 weeks of GA treatment (Supplementary Figure 2E).

## Discussion

In this study we present evidence of potential simultaneous benefits of glatiramer acetate on amyloid pathology and tau phosphorylation, and associated changes in microglia. GA has been used for the treatment of relapsing-remitting multiple sclerosis for more than two decades. Over the last decade, its effects have been found to be beneficial in mouse models of disorders with a prominent neuroinflammatory component such as ischemic injury, glaucoma and Huntington’s disease (Bakalash et al., 2005; Corey-Bloom et al., 2014; He et al., 2014; Reick et al., 2016; Cruz et al., 2018). In agreement with what has been previously reported in other models of neurodegeneration (Rentsendorj et al., 2018; Doustar et al., 2020), we found that GA improved cognitive performance in 3xTg AD mice. Specifically, the performance of GA-treated 3xTg AD mice in the NOR task is comparable to that of non-transgenic mice.

In previous studies using established mouse models of AD, such as 5xFAD or APP/PS1, GA reduced plaque pathology after only 4 weeks of treatment (Butovsky et al., 2006). This contrasts with our data in the 3xTg AD mouse model, which required treatment with GA for 8 weeks before amyloid plaque reduction was evident. One potential reason for this difference could be the plaque dynamics through the lifespan of 3xTg AD mice and other amyloidogenic models. For example, 5xFAD mice tend to develop aggressive pathology across the hippocampus and the cortex starting as early as 2 months of age, while Aβ plaques in our 3xTg AD mouse line are largely limited to the subiculum and start accumulating at 15 months of age (Mastrangelo and Bowers, 2008). Furthermore, microglia and other immune cells in aged mice might respond differently to GA treatment and other immunomodulatory approaches. In particular, single-cell characterization of microglia has revealed distinct transcriptional profiles between aged and young animals which could partly explain the discrepancy in response to GA between different models (Hammond et al., 2019). In contrast to the C57BL/6 background of 5xFAD and many APP/PS1 model variations, the 3xTg AD mice are on a mixed background. This may introduce variables that are beyond the scope of our study. Lastly, while we did not design these experiments to make a direct comparison between our 4- and 8-week treatment groups, there seems to be an apparent effect of GA on amyloid accumulation rather than clearance by microglia. A potential future direction for these studies would be to evaluate the effect of chronic GA treatment in young mice who have yet to develop pathology.

We saw a decrease in normalized PHF1 immunostaining, which identifies a phosphorylation on serine 396 and serine 404, after 8 weeks of treatment with GA (Figure 3B). However, we saw a significant increase in normalized pT205 immunostaining after 8 weeks of treatment that contrasted with the decrease in PHF1 (Figure 3C). While the contrast between the two different phospho-epitopes is surprising, one possible reason for this observation could be that GA is particularly effective in slowing Tau pathology characterized by PHF1. This may in turn disrupt the biochemical balance of phosphorylation events and therefore, lead to increased pT205 signal. The differential impact of GA on various phosphorylation sites on Tau should be more closely examined in future studies involving different time points and more phospho-epitopes.

Notably, we were not able to detect significant changes in phosphorylated tau in hippocampal homogenates utilizing Western blot. Such findings may be due to differences in epitope availability or other features unique to tissue processing and antigen detection between Westerns Blots and immunohistochemistry experiments; but we nevertheless acknowledge that the reasons behind the discrepancy are difficult to conceptualize. Additionally, we note substantial intragroup variability of phospho-epitope levels in Western blots. Future studies are required to provide clarification.

Our results suggest that peripheral administration of GA for 8 weeks induces a subtle change in the microglia of 3xTg AD mice. We observed a trend toward an increase in ramification of hippocampal microglia after GA treatment (Figure 4C). This morphology could point to a shift toward a homeostatic phenotype, which may contribute to neuronal health, and therefore lead to improved cognitive function which was evident in our behavioral task. In addition, we observed moderate changes in microglial RNA expression after GA treatment (Figure 5B). 

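The libraries of the 2 groups did not overlap for 129 of the 14481 genes tested, which is 0.891%, where chance gives 0.794%. Over all genes, the mean distance between libraries of different groups exceeded that between libraries of the same group by 1.76 units of log2 CPM distance, a difference that other arrangements of the libraries reached often enough to give *P* = 0.0714 (one-sided exact permutation test). Among the genes with the smallest unadjusted p-values, those that were lower in the GA group were *Gm17068*, *Tmcc1* and *E030022I16Rik*. *Gm17068*, a processed pseudogene that overlaps *Gnaq*, was counted 21 to 42 times per PBS library and 2 to 12 times per GA library. *Tmcc1* had 23.3 ± 3.76 CPM (SD, n = 5) with PBS and 15.5 ± 2.63 CPM (SD, n = 5) with GA, a log2 fold change of -0.59 (standard error 0.13). *E030022I16Rik*, which overlaps *Ddx6*, was counted 27 to 46 times per PBS library and 7 to 16 times per GA library. For each of these 3 genes, every GA library lay below every PBS library, and the adjusted p-value from edgeR's quasi-likelihood F-test was 0.847.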

The only statistically significant findings were the upregulation of *Gm1070*, which is a predicted gene, and *Dcstamp* (Figure 5C). 

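In GENCODE M21, *Gm1070* lies on chromosome 6 of GRCm38 from 71293765 to 71302880 on the plus strand and is annotated as a long intergenic noncoding RNA with 2 exons. It sits inside *Smyd1*, which runs from 71213940 to 71322233 on the minus strand, and shares 0 exon bases with it. Since the strandedness of the libraries is not stated, reads from an intron of *Smyd1* cannot be separated from reads of *Gm1070* in the count table. The nearest genes on the plus strand are *Krcc1*, which ends at 71285319, and *Cd8b1*, which starts at 71322788. *Dcstamp* lies on chromosome 15 from 39745930 to 39760938 on the plus strand, is annotated as protein coding with 5 merged exon blocks, and overlaps no other gene. By title prefix, *Dcstamp* had a mean of 123 CPM in the 2 GA libraries of prefix 394 and 150 CPM in the 3 of prefix 400. The log2 fold change of prefix 400 against 394 was 0.29 (standard error 0.27, unadjusted p-value 0.319 from edgeR's quasi-likelihood F-test) for *Dcstamp* and -0.04 (standard error 0.50, unadjusted p-value 0.943) for *Gm1070*. Prefix 388 holds PBS libraries only, so GA could not be compared with PBS within a prefix.

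**Figure D4:**
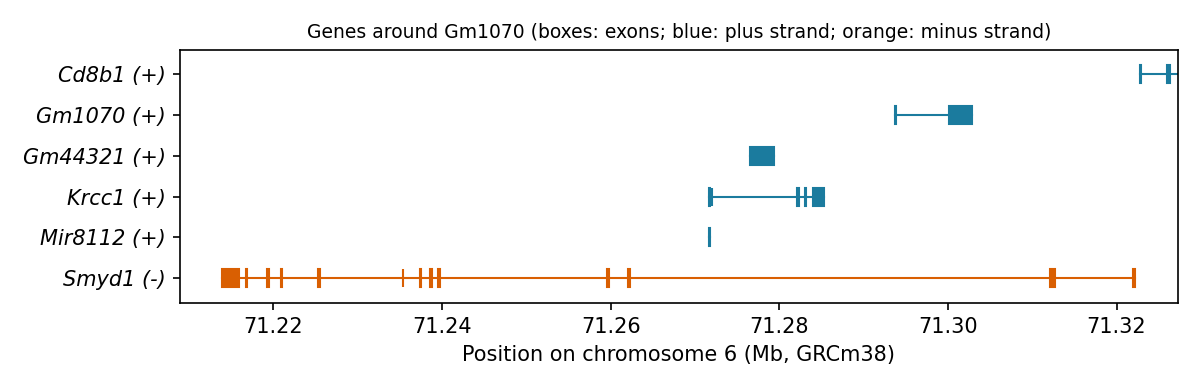
Genes around *Gm1070* on chromosome 6 of GRCm38 (horizontal axis, position in Mb), with 1 line per gene and boxes for exons. Color gives the strand, and *Gm1070* lies between 2 exons of *Smyd1*.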

Although *Dcstamp* is a relatively unstudied gene with regard to AD pathology, its expression is upregulated in 4 month old 5xFAD mice compared to non-transgenic controls (Griciuc et al., 2019). Interestingly, it was downregulated in 5xFAD;Trem2^–/–^ mice compared to the 5xFAD in the same study, perhaps suggesting that it is a component of the transcriptional profile downstream of Trem2 (e.g., Disease-Associated Microglial or DAM). This is of particular importance since Trem2 is hypothesized to play a major role in differentiation of microglia to the DAM phenotype and helping to ameliorate amyloid pathology (Keren-Shaul et al., 2017; Ulland and Colonna, 2018; McQuade et al., 2020). Similarly, *Dcstamp* was found to be upregulated in CD11c^+^ microglia, which have been shown to interact with plaques (Butovsky et al., 2006). Therefore, GA treatment may be associated with certain aspects of DAM differentiation, but further studies are needed to establish this correlation and determine the functional significance of *Dcstamp* in AD. 

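A list of 30 DAM genes, written by hand before the counts were examined and including *Apoe*, *Trem2*, *Cst7* and *Csf1*, was tested as a set with limma's camera function at its preset correlation of 0.01. All 30 genes passed the filter on low counts. The shift of a list is the median log2 fold change of its genes minus that of all other genes tested. For the DAM list this shift was 0.0619, with 24 of the 30 genes higher in the GA group. Camera's p-value, adjusted over the 5 gene lists, was 0.0306. The call did not hold under limma's fry function (adjusted p-value 0.694) or under camera with an estimated correlation (adjusted p-value 0.722). It also did not hold in 4 of the 10 fits that each left out one library: without PBS library 388_1 the shift was 0.00936 (adjusted p-value 0.544), without 388_2 0.0442 (0.243), without GA library 400_1 0.0451 (0.0832) and without 400_2 0.0180 (0.286). The highest shift of the 10 was 0.126, without PBS library 388_5. Of the 30 genes, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood F-test, adjusted over the list alone or over all genes, and 2 had an unadjusted p-value under 0.05. *Csf1* had the smallest, with 103 ± 22.8 CPM (SD, n = 5) in PBS libraries and 142 ± 13.6 CPM (SD, n = 5) in GA libraries, a log2 fold change of 0.47 (standard error 0.13). Its p-value adjusted over the list alone was 0.0918. *Cst7* had 275 ± 48.6 CPM (SD, n = 5) and 341 ± 63.5 CPM (SD, n = 5), while *Trem2*, with 1623 ± 124 CPM (SD, n = 5) and 1661 ± 166 CPM (SD, n = 5), differed by less than the spread between libraries. In the same libraries, *Dcstamp* ranked first among all genes by unadjusted p-value in edgeR's main fit and in DESeq2 with its defaults. In limma-voom and in the robust quasi-likelihood fits, *Gm1070*, *Trpm2* and *Gm17068* had smaller p-values than *Dcstamp*. So did *Prdm16* in limma-voom, *Tmcc1* and *E030022I16Rik* in the robust fits, and *8030474K03Rik* in DESeq2 without independent filtering and the Cook cutoff. For limma-voom and the robust fits, only genes named in the text were compared with *Dcstamp*.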

Future studies should also investigate if a microglial subpopulation is driving the increased Dcstamp signal or if the expression has a global pattern. While we could not get antibodies established in bone (Kukita et al., 2004) to work for DCSTAMP IHC, perhaps due to differences in tissue processing, further studies involving a reporter model are underway.

DCSTAMP, also known as TM7SF4, has been observed to play critical roles in maintaining healthy bone structure through cell–cell fusion events that lead to osteoclastogenesis and ultimately, bone resorption (Kukita et al., 2004; Yagi et al., 2005). DCSTAMP contains an Immunoreceptor Tyrosine-based Inhibitory Motif (ITIM), which is required for the aforementioned cell fusion (Chiu et al., 2012). Interestingly, dendritic cells generated from *Dcstamp*^–^*^/^*^–^ mice display increased antigen presentation activity, resulting in increased activation of antigen-specific T cells (Sawatani et al., 2008). They are also able to phagocytose better, which suggests that DCSTAMP might inhibit phagocytosis within the context of dendritic cells (Sawatani et al., 2008). In our AD model, *Dcstamp* expression and decreased plaque load correlate. While this is unexpected if DCSTAMP has similar functions across microglia and dendritic cells, we hypothesize that it might be part of a negative feedback pathway that fine tunes inflammation associated with the mechanisms that decrease plaque load. Ultimately, this may maintain a homeostatic environment in which microglia can become more ramified (Figure 4C) and clear plaque better (Figure 2B).

Although invading monocytes (CD45^hi^CD11b^+^) and increased expression of leukocyte trafficking molecules have been observed with GA treatment, using flow cytometry we observed virtually no invading monocytes in the hippocampus of 3xTg AD mice (Figure 5A). Once again, this discrepancy could relate to differences in age, background, or pathology between the 3xTg AD and 5xFAD models. We further limited our RNAseq input to microglia. Nevertheless, we cannot rule out whether invading monocytes took on a profile similar to microglia earlier during GA treatment.

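The genes of the sort were measured at 6890 ± 316 CPM (SD, n = 5) with PBS and 6319 ± 506 CPM (SD, n = 5) with GA for *P2ry12*, at 533 ± 43.6 CPM (SD, n = 5) and 549 ± 23.8 CPM (SD, n = 5) for *Ptprc*, and at 188 ± 57.4 CPM (SD, n = 5) and 239 ± 46.9 CPM (SD, n = 5) for *Itgam*, which had 88.7 CPM in PBS library 388_4. Marker lists for other cell types, written by hand before the counts were examined, were summed per library. The 10 monocyte genes summed to 43.8 ± 12.4 CPM (SD, n = 5) in the PBS group and 40.8 ± 3.00 CPM (SD, n = 5) in the GA group (two-sided exact permutation test, *P* = 0.746), and *Ccr2* was the most abundant of them at a mean of 30.2 CPM. The 9 genes of border macrophages summed to 133 ± 94.3 CPM (SD, n = 5) and 115 ± 59.9 CPM (SD, n = 5). Neuron, lymphocyte and erythrocyte lists summed to at most 5.07 CPM in any library. The oligodendrocyte list summed to 194 ± 10.9 CPM (SD, n = 5) and 200 ± 18.1 CPM (SD, n = 5), the astrocyte list to 284 ± 23.3 CPM (SD, n = 5) and 297 ± 43.5 CPM (SD, n = 5), and the endothelial list to 475 ± 35.8 CPM (SD, n = 5) and 491 ± 19.8 CPM (SD, n = 5). A single gene made up most of the latter 2 sums, *Slc1a3* at a mean of 281 CPM and *Bsg* at 449 CPM. The 7 neutrophil genes summed to 187 ± 118 CPM (SD, n = 5) with PBS and 49.3 ± 46.9 CPM (SD, n = 5) with GA (two-sided exact permutation test, *P* = 0.0635). Over the 11 sums compared, which included the sort genes and 20 homeostatic microglial genes, the smallest p-value after Benjamini-Hochberg adjustment was 0.524.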

Our geneset-based approaches for analyzing the microglial transcriptome demonstrated enrichment of pathways related to response to IL-4 (Figures 5E,F), which suggests an overall alternatively-activated microglial phenotype (Varin and Gordon, 2009). 

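The 26 genes of the IL-4 list other than *Dcstamp* and *Cd300lf* were tested as a set by camera. Their median log2 fold change lay 0.0391 above that of all other genes tested, with an adjusted p-value of 0.0843 over the 5 gene lists. On the log2 CPM scale of this test, 17 of the 26 genes were higher. With the 2 genes that the study picked from these libraries included, the shift was 0.0666 and the adjusted p-value 0.0153. The adjusted p-value without the 2 genes was 0.189 by fry and 0.302 by camera with an estimated correlation. With a minimum of 10 counts in every library, 23 of the 26 genes remained. Their shift was 0.0122, with an adjusted p-value of 0.133 by camera. When each library was left out in turn, the shift lay between 0.0187, without GA library 400_2, and 0.186, without PBS library 388_4. The adjusted p-value was under 0.05 in 2 of these 10 fits, at 0.0105 without 388_4 and at 0.0385 without GA library 394_1, where the shift was 0.114. From the enrichment of sets on the response to IL-4 in its overrepresentation test and its ranked test (Figures 5E,F), the paper proposes that the microglia as a whole took on an alternatively activated phenotype.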

While we acknowledge that such categorizations are likely limited and may be misleading in explaining microglial phenotype heterogeneity, our *in silico* findings are in general agreement with previously established hypotheses that GA is an anti-inflammatory drug.

Glatiramer acetate is widely considered to modulate the adaptive immune system. We investigated the peripheral immune system to determine if there were GA-associated immunophenotypic changes in the 3xTg AD mice. We could not observe any statistically significant differences in T_h_1, T_h_2, or T_h_17 proportions after 8 weeks of GA treatment. Although this is inconsistent with some reports in the literature, GA has also been shown to impact peripheral innate immunity. For example, in previous studies, GA was found to be protective against Experimental Autoimmune Encephalomyelitis (EAE) in *Stat6*^–/–^ and *IL4*^–/–^ *IL10*^–/–^ mouse models (Weber et al., 2007). This suggests that non-T cell-based mechanisms may also be at play, since *Stat6* is a major transcription factor involved in production of T_h_2 specific cytokines. Since we did not detect activation of CD4^+^ T cells through CD44 immunopositivity, we argue that future studies, in our model, should scrutinize the impact of GA on monocytes or other innate immune cells when attempting to elucidate the mechanism by which peripheral administration impacts local pathology.

In conclusion, GA administration appears to have a beneficial effect in the 3xTg AD mouse model. We provide evidence that weekly treatment for 8 weeks improves cognitive performance and decreases Aβ pathology, while the effect on tau pathology is less clear. These changes are correlated with a subtle change in microglia morphology and RNA expression, most significantly characterized by upregulation of *Dcstamp*. In addition, this transcriptional profile seems to be positively enriched in pathways pertinent to response to IL-4, which is consistent with the established status of GA as an anti-inflammatory drug. However, these changes do not appear to correlate to immunophenotype or activation status of peripheral CD4^+^ T cells, perhaps suggesting the involvement of innate immune mechanisms. Further research is needed to establish the mechanism connecting peripheral response to GA with microglial phenotype and AD pathology in this mouse model. Similarly, the functional significance of the microglial transcriptome induced by GA warrants more research. Nonetheless, this work provides additional evidence for the use of GA in AD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169216.

## Ethics Statement

The animal study was reviewed and approved by University Committee on Animal Resources of the University of Rochester Medical Center.

## Author Contributions

DD-S, BK, and MKO designed the research. DD-S, BK, and LAT performed the research. DD-S and BK analyzed the data and wrote the manuscript. EB, LO, MKO, and JO provided input throughout the process. All authors reviewed and approved the manuscript.

## Author Disclaimer

The content is solely the responsibility of the authors and does not necessarily represent the official views of the National Institute of General Medical Science or NIH.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Evaluating Effects of Glatiramer Acetate Treatment on Amyloid Deposition and Tau Phosphorylation in the 3xTg Mouse Model of Alzheimer’s Disease
**Source:** Front Neurosci. 2021 Oct 22;15:758677. doi: 10.3389/fnins.2021.758677
**Supplement:** Supplementary file 1

Supplementary Figure 1

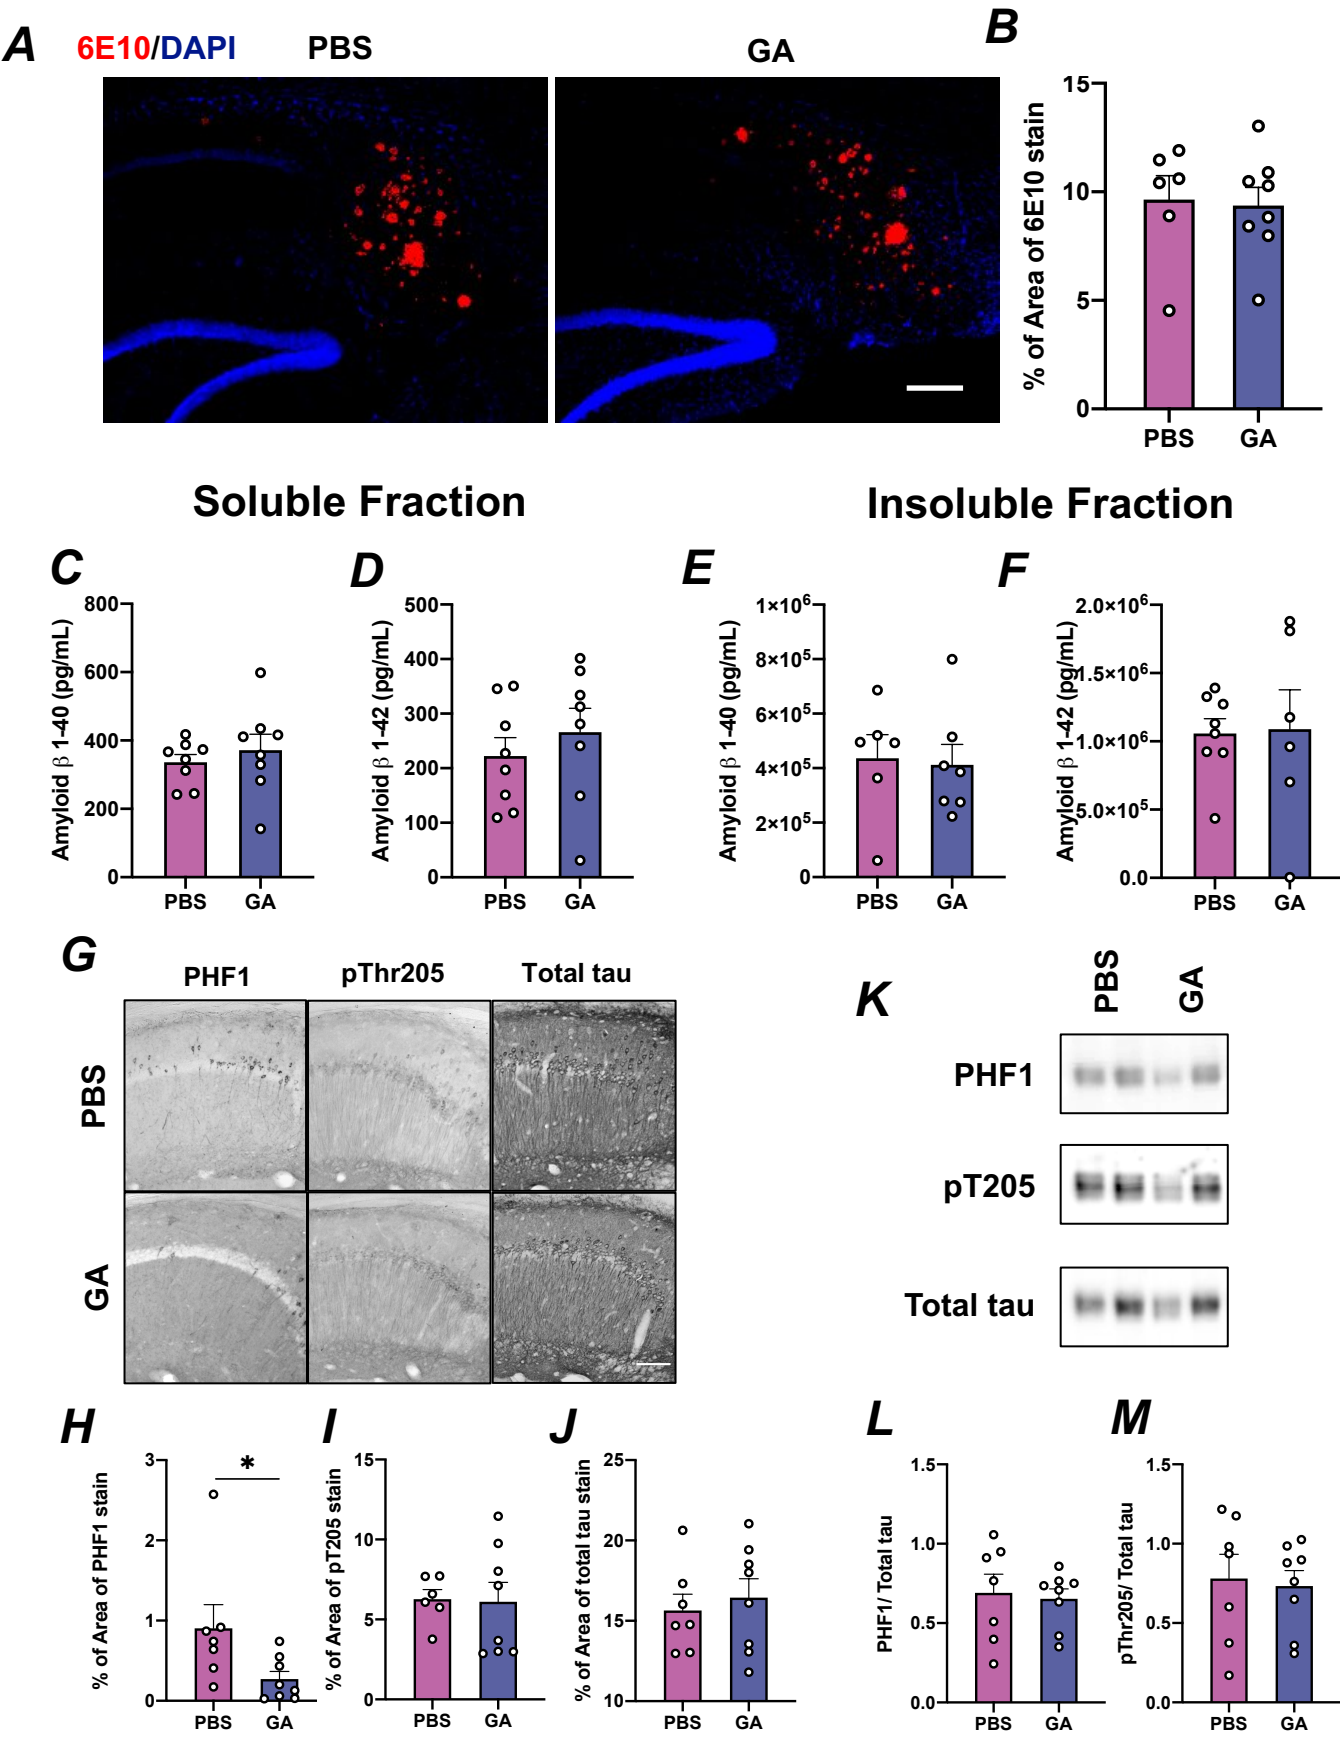

**Supplementary Figure 1. Amyloid  $\beta$  load and phosphorylated Tau staining in the hippocampus after 4 weeks of GA treatment.** (A) Representative images of A $\beta$  plaques with 6E10 immunostaining in the subiculum of 3xTg AD mice after 4 weeks of PBS or GA injections (scale bar, 100  $\mu$ m). (B) 3xTg AD injected with GA had no difference in immunostaining at this time-point. (C-F) ELISA for soluble and insoluble A $\beta$  1-40 and 1-42 demonstrated that GA-treated mice did not have a significant reduction of A $\beta$  1-42 in either the soluble (C-D) and insoluble (E-F) fraction after the 4-week regimen. (G) Representative images of PHF1 epitope, phospho-Thr205 and total human tau immunostaining in the CA1 of 3xTg AD mice after 4 weeks of PBS or GA injections (scale bar, 50  $\mu$ m). We observed a significant reduction of PHF1 staining in 3xTg AD mice injected with GA after 4 weeks of treatment (H). Staining of pThr205 and total tau was not significantly changed after 4 weeks of GA treatment (I, J). Representative images of phosphorylated tau immunoblots from total hippocampal lysates after 4 weeks of PBS or GA injections (K). We did not observe a significant difference in phospho-tau protein levels after 4 weeks of GA (L, M). In all panels, numerical data represent mean  $\pm$  SEM. n=6-8 animals per group. \* P<0.05. Student's *t*-test or Mann-Whitney test.

# Supplementary Figure 2

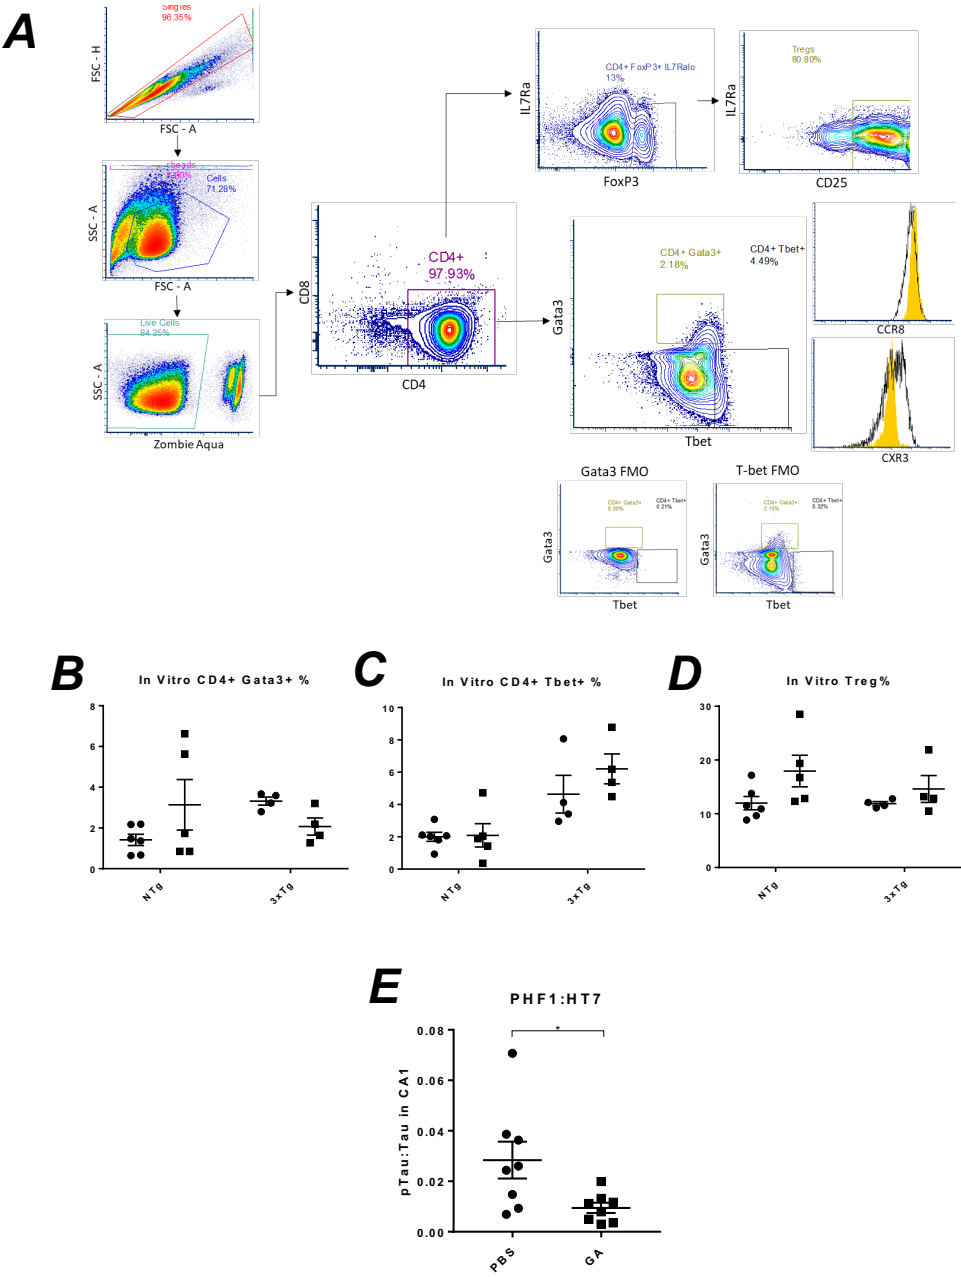

**Supplementary Figure 2. Restimulation of splenic CD4<sup>+</sup> T cells following 4 months of GA treatment.** (A) Representative image of gating strategy. In addition to FMO controls, CXCR3 and CCR8 were used to validate the gating of T<sub>h</sub>1 and T<sub>h</sub>2 populations. Immunophenotyping of re-stimulated splenic CD4<sup>+</sup> T cells following 4 weeks of GA treatment (A-D). We did not detect any bias towards a T<sub>h</sub> subtype in isolated splenic CD4<sup>+</sup> cells following 18 hours of re-stimulation with CD3/CD28 (B-D). Nevertheless, we were able to confirm that GA-treated mice in this cohort had decreased PHF1 staining intensity at this time point (E).

How the deposited data were processed for this re-analysis (not part of the article)

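Microglia were sorted from the hippocampi of female 3xTg AD mice treated for 8 weeks with PBS or GA, and 10 RNA libraries were sequenced, 5 per treatment. The treatment of each library was taken from its sample label, and 0 columns of the count table were left without a sample. The labels state a weekly dose of 0.1 mg of GA, the amount in an injection by the paper's methods, but not the additional injection in the first week, for which the methods give 2 injections followed by weekly injections for 7 weeks. The counts were made by the authors before deposition: the table holds raw counts of reads per gene, as deposited, as whole numbers without normalization, for 55453 genes. Neither the paper nor the labels name the read trimming, aligner, counting program, genome build, annotation or strandedness. The mice differed in no labelled property other than treatment and title prefix. *Xist* was counted 2749 to 4503 times per library and *Ddx3y* 0 to 2 times.

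Totals per library ran from 32332185 to 38764643 counts, and genes of the mitochondrial genome took 0.129% to 0.180% of them. No pair of libraries was a copy of another: the chi-square per degree of freedom ran from 13.93 to 55.96 over the 45 pairs. A count of 0 was taken to allow for up to 3 counts. Such limits and the precision of a count cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

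All analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. The paper's own analysis used an earlier version of DESeq2. Genes were filtered with filterByExpr at a minimum count of 10, normalized by TMM, and tested with edgeR's quasi-likelihood F-test for GA against PBS without a covariate, with Benjamini-Hochberg adjustment and thresholds of 0.05 and, for the gene lists of the paper's overrepresentation test, 0.1. The common dispersion was 0.0464 and the prior degrees of freedom 6.12. Values of single genes were compared by two-sided exact permutation tests on log2 CPM with a pseudocount of 0.1 CPM. Principal components used DESeq2's variance-stabilized values of the 500 most variable genes. Gene lists were tested with limma's camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, with adjustment over the 5 lists (IL-4 response, DAM, homeostatic, interferon and immediate early genes). The shift given for a list is the median log2 fold change of its genes minus that of all other genes tested. The running sum of GSEA used weight 1 on DESeq2's p-values and 10000 random gene sets. The members of the gene ontology sets were not used here, and the hand-written lists stood in their place. Marker lists of cell types were summed per library.

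The genes named in the text were fixed by a rule set before the data were examined: every gene the paper names as measured in these libraries, the genes of the sort (*Itgam*, *Ptprc* and *P2ry12*), members of the hand-written lists, and the 3 genes with the smallest unadjusted p-value in each direction. Genes outside this rule are named as chosen after their values were seen. The alternatives set before the data were examined were DESeq2 with its defaults and without independent filtering and the Cook cutoff, DESeq2's size factors in the edgeR fit, no filter on low counts, a minimum of 10 counts in every library, limma-voom, robust quasi-likelihood fits, each library left out in turn, the GA libraries of either title prefix alone, other transformations and gene numbers for the principal components, fry and an estimated correlation for the lists, and other rankings and lists for the running sum. A mean per title prefix, the removal of trends with GC content and gene length, and DESeq2 fits without one library were added after the data were seen. GC content and length were known for 99.3% of the genes tested. No library was left out of the main comparison.

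The tools were also tested on simulated data with the depth and spread of these libraries. With 200 genes changed by a log2 fold change of 1, edgeR recovered 130 (65% of them) with 7 false calls, limma-voom 133 with 8 false calls and DESeq2 146 with 34 false calls. On simulated data without any change, edgeR and limma-voom called 0 genes and DESeq2 called 5. The camera test gave a p-value of 5.6e-15 for a list shifted by 0.3 and 0.712 for an unshifted one, and fry gave 8.2e-05 and 0.602. Each simulated gene was drawn on its own, so these values do not show how the list tests behave when the genes of a list vary together. The running sum gave a p-value of 0.0053 for a list with raised genes and 0.521 for a list of unchanged genes. Removing GC and length trends from simulated counts with a GC trend that differed between the groups lowered edgeR's calls from 6477 to 0. Those counts held no length trend, so the removal of length trends was not checked. They also had a fixed dispersion below the common dispersion of these libraries. The test of neighbouring genes gave 1e-04 for clustered genes, the smallest p-value its draws can give, and 0.233 for random ones.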

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

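The tests on title prefixes, on gene lists within the GA group and on shared sequence were chosen only after the results below were seen.

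In 3 groups of 5 libraries, 1 library lay far from the other 4. The sum of the endothelial list was 536.4 CPM in PBS library 388_5 and 447.4 to 472.6 CPM in the other PBS libraries, and most of it came from *Bsg*. *Itgam* had 88.68 CPM in PBS library 388_4 and 191.4 to 232.7 CPM in the others. *Ptprc* had 591.7 CPM in GA library 394_2 and 535.2 to 540.7 CPM in the other GA libraries. In all, 58 groups were examined in this way, and chance gives 2.9 such cases at the 95% level, so these 3 are no more than chance gives. PBS library 388_4 also had the lowest PC1 score, at -10.0. No technical explanation was tested for these 3 values, and no biological explanation was tested because the design gives none for single libraries.

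Within the GA group, *Fkbp5* and *Myc* differed between libraries of prefix 400 and prefix 394, with log2 fold changes of -1.66 (adjusted p-value 0.00141 from edgeR) and -1.23 (adjusted p-value 0.00776). *Fkbp5* had a mean of 253 CPM in the 2 libraries of prefix 394, 80.0 CPM in the 3 of prefix 400 and 122 CPM in the 5 PBS libraries, and *Myc* had 156, 66.4 and 90.0 CPM in the same order. At an adjusted p-value under 0.05, edgeR called these 2 genes and DESeq2 called 214, and 1528 of 15076 genes had an unadjusted p-value under 0.05 in edgeR, where chance gives 754. Of the 10 ways to split the 5 GA libraries into 2 and 3, 2 gave as many edgeR calls, the split by prefix with 2 and the split of 400_2 and 400_3 from the rest with 27. As many DESeq2 calls came from 1 of them, the split by prefix itself, while the split of 400_2 and 400_3 from the rest gave 93 and the others fewer. With 10 splits no share under 0.1 can be reached, so a difference by prefix and an arbitrary division of the 5 libraries cannot be told apart. Among the PBS libraries, which share a prefix, the split of 388_4 and 388_5 from the rest gave 290 DESeq2 calls.

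The gene lists below weigh 3 explanations for this difference between prefixes, all of them hypotheses. Exposure to glucocorticoids may have differed, which would move the glucocorticoid list with *Fkbp5*, but the shift of its other 16 tested genes was -0.0961 (camera p-value 0.269, 6 of 16 higher in prefix 400). Members moved both ways, which leaves this open. A difference in the time of day of collection would move the clock genes of the *Per1* phase with *Per1*, whose log2 fold change was -1.44, but the list shifted by 0.207 in the other direction (camera p-value 0.0530, fry p-value 0.336, 9 of 11 genes higher), and with these p-values it stays open. The clock genes of the opposite phase, of which 4 were tested, shifted by -0.187. An immediate early response to handling or dissociation could have been stronger in prefix 394, and the immediate early list shifted by -0.465 (camera p-value 7.8e-05, fry p-value 0.188, 17 of 20 genes lower). Of the 10 splits of the GA libraries, 3 gave as small a camera p-value for that list, so this explanation is neither excluded nor singled out. The prefix itself could stand for a sequencing run, a cage, a litter or a date, and none of these is stated. Both prefixes received the same treatment, so the design gives no biological explanation for a difference between them, and none was tested beyond these lists.

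*8030474K03Rik*, on chromosome X from 101794656 to 101798642, had 360 reads in GA library 400_1, 8 reads in 400_3 and 0 in the other 8 libraries, where a count of 0 allows for up to 3 reads. The paper does not name this gene. The legend of Figure 5C mentions a gene that was left out of the plot for its very high log2 fold change and does not name it, and whether that gene is *8030474K03Rik* was not settled. It was the gene that DESeq2 called in addition to *Dcstamp* and *Gm1070* when independent filtering and the Cook cutoff were switched off. Reads shared with a near-identical copy could explain a count in 1 library, and 18.5% of its 31-base words also occur in transcripts of the neighbouring *Gm4779*. That share is too small to account for all of its sequence and does not exclude shared reads in part, so shared reads cannot be told apart from transcription in 1 animal. No biological explanation was tested, since the design names no property of library 400_1 other than its treatment and prefix.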

How the results depend on the processing

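Alternatives were set before the data were examined, except the mean per title prefix, the removal of GC and length trends and the DESeq2 fits without one library, which were added after seeing the data. No paired analysis was possible because each library has a title of its own and nothing in the titles or labels links a GA library to a PBS library.

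The count of 0 genes at an adjusted p-value under 0.05 (833 at an unadjusted p-value under 0.05) remained 0 with DESeq2's size factors in the edgeR fit, no filter, a minimum of 10 counts in every library, limma-voom, robust quasi-likelihood fits, the GA libraries of either prefix alone, a mean per prefix and the removal of GC and length trends. In each of these, 0 genes were higher at an adjusted p-value under 0.1. With DESeq2 the count was 2, with 15 genes higher and 20 lower at an adjusted p-value under 0.1, and without its independent filtering and Cook cutoff the counts were 3, 6 and 5. With the GA libraries of prefix 400 only, 1 gene was lower at an adjusted p-value under 0.1, *Gm15920*, which was singled out after its value was seen. Across the 10 edgeR fits that each left out one library, 0 to 1 genes were called at 0.05, the 1 being *Gm15920* without GA library 394_1, and 0 to 1 were lower at 0.1, *Gm15920* without 394_1 and *Gm47092* without PBS library 388_5. The cause was not tested.

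Within DESeq2 the counts moved more. Without one library it called 0 to 66 genes, 0 without PBS library 388_4 or GA library 400_3 and 66 without GA library 394_2. It called 13 genes without 388_1, 8 without 388_3, 27 without 388_5, 5 without 394_1, 6 without 400_1, 3 without 388_2 and 1 without 400_2. The genes higher at an adjusted p-value under 0.1 numbered 2 without 400_2 to 33 without 388_5. With a mean per title prefix DESeq2 called 0 genes and 3 were higher at 0.1, and with GC and length trends removed it called 0 and 8 were higher. The cause was not tested.

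The log2 fold changes of *Dcstamp* and *Gm1070* kept their direction under each alternative that gave a value. Under DESeq2, with and without independent filtering and the Cook cutoff, they were 0.92 and 3.12 and passed the threshold, with adjusted p-values of 0.0311 for both genes with the filtering, and of 0.0238 for *Dcstamp* and 0.0302 for *Gm1070* without it. The filter of 10 counts in every library removed *Gm1070*, *Gm17068* and *E030022I16Rik*, so that setting gave no value for them. For 11 other named genes, all 218 comparisons with an alternative kept the direction and the side of the threshold.

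PC1 held 23.65% of the variance on log2 CPM and 25.96% with all genes that passed the filter, and 30.45% to 35.7% across the 10 fits without one library. These values have no test. The IL-4 list passed the threshold when *Dcstamp* and *Cd300lf* were added, with a shift of 0.0666 (adjusted p-values over all settings 0.0105 to 0.302), where the added genes are the cause by construction. Across the fits without one library its shift ran from 0.0187 without 400_2 to 0.186 without 388_4. The DAM shift of 0.0619 and the interferon shift of 0.208 did not pass under fry or under an estimated correlation. The interferon list also did not pass in 6 of the 10 camera fits without one library. In those 6 its adjusted p-value ran from 0.0542 without 388_4 to 0.912 without 400_3. The DAM shift ran from 0.00936 without 388_1 to 0.126 without 388_5, and the interferon shift from 0.00345 without 400_3 to 0.394 without 394_2. The immediate early shift ran from -0.243 without 394_2 to 0.0398 without 400_3, and it turned positive in 3 fits, at 0.0104 without 388_3, 0.0107 without 400_1 and 0.0398 without 400_3. The homeostatic shift of -0.0465 stayed on its side of the threshold under each alternative and ran from -0.0699 without 388_3 to -0.0152 without 388_5, where 10 of 20 genes were higher and camera gave the direction as up. Without 400_1 for the immediate early list and without 400_3 for the interferon list, camera gave the direction as down while the mean shift was above 0. The cause was not tested.

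The enrichment score was 0.534 and no longer passed without *Dcstamp* and *Cd300lf*, and ran from 0.802 without 394_2, with a p-value of 0.0613, to 1.00 without 394_1. The low counts of *Gm1070*, at most 9 reads per PBS library, limit the precision of its fold change, which rose to 3.84 without 388_2.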

Differences from the paper's values

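The paper reports 2 differentially expressed genes at an adjusted p-value under 0.05, and edgeR's quasi-likelihood F-test called 0 (833 genes at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2 with its defaults called 2, *Dcstamp* and *Gm1070*, the genes the paper names, and DESeq2 without independent filtering and the Cook cutoff called 3, these 2 and *8030474K03Rik*. DESeq2 is the tool the paper's methods name. DESeq2's size factors in the edgeR fit, no filter, a minimum of 10 counts in every library, limma-voom, robust quasi-likelihood fits, the GA libraries of either title prefix alone and the edgeR fits without one library did not close the gap. Of the DESeq2 fits without one library, chosen after seeing the values, those without 388_1 and without 388_5 called both *Dcstamp* and *Gm1070*, those without 388_2, 388_3 and 394_2 called *Gm1070* but not *Dcstamp*, and those without 394_1 and 400_2 called *Dcstamp* but not *Gm1070*. The fit without 388_2 called 3 genes.

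The paper counts 13 upregulated genes at a p-value under 0.1, and edgeR gave 0 at an adjusted p-value under 0.1. DESeq2 with its defaults gave 15. DESeq2 without independent filtering and the Cook cutoff gave 6, and the other alternatives set before the data were examined gave 0, so DESeq2 with its defaults was the one of these that closed the gap. Of the DESeq2 fits without one library, chosen after seeing the values, those without 388_1, 388_2, 388_3 and 400_1 gave 15, 16, 9 and 11. The fits without 388_4, 388_5, 394_1, 394_2, 400_2 and 400_3 lay farther from 13, at 8, 33, 7, 27, 2 and 6.

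The lowest value of the ranking is about -15 in Fig. 5F, read by eye, and was -46706 under signed 1/unadjusted p-value, the measure the paper's methods state. Under signed 1/adjusted p-value, an alternative set before the data were examined, it was -14.7, which closed the gap, while signed -log10 p-value gave -4.67 and p-values from edgeR -1669. Neither the lists without *Dcstamp* or without both genes nor the fits without one library closed it. The ranking holds about 19000 genes in Fig. 5F, read by eye, against 27495 genes with an unadjusted and 18944 with an adjusted p-value here. Under signed 1/adjusted p-value the score of the list with both genes was 0.600.

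The paper's enrichment plot and overrepresentation test call an IL-4 response set significant. The hand-written IL-4 list without the genes chosen from these libraries had an adjusted p-value of 0.0843 by camera, and its running sum without *Dcstamp* and *Cd300lf* had a p-value of 0.172, while with both genes included camera gave an adjusted p-value of 0.0153 and the running sum 0.0021.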

Other observations

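The tests on title prefixes, the *Itgb2l* relation, the shared sequence of *Gm10123*, library size, the divisions for DESeq2 counts, for genes lower in GA and for the score without *Dcstamp* and *Cd300lf*, and the GC test of *Dcstamp* were chosen only after the result was seen.

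Other divisions of the 10 libraries into 5 and 5 were fitted in the same way, 100 of them drawn at random, the real one included. The real division gave 0 edgeR calls at 0.05 and 0 genes higher and 0 lower at 0.1, and 100 of 100 divisions gave at least as many for each of these 3 counts, which a count of 0 fixes in advance. Only 4 of the 100 gave any call, at most 2. As many genes with an unadjusted p-value under 0.05 as the real 833 were found in 14 of the 100. With DESeq2, 66 of 100 divisions gave at least 2 calls, with a median of 3 and a maximum of 140. In 21 of 100, at least 15 genes were higher in either one of the groups at an adjusted p-value under 0.1. The real division gave 15 genes higher and 20 lower in the GA group, and was counted by the smaller of these numbers. The 7 divisions that placed prefix 394 and prefix 400 in different groups all gave at least 2 DESeq2 calls, with a median of 36. DESeq2's count of 2 is therefore consistent with an arbitrary grouping of these libraries.

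A difference between the title prefixes may contribute to differences between GA and PBS, since no prefix holds both treatments. Between prefixes 400 and 394 inside the GA group edgeR called 2 genes. Any number of genes is at least the 0 called between GA and PBS, so this count decides nothing, and for the count between treatments an effect of the prefix and one of GA cannot be told apart. For *Dcstamp* itself the log2 fold change of prefix 400 against 394 was 0.29 (standard error 0.27), smaller than the 0.92 of GA against PBS, and the mean of *Dcstamp* was higher in both prefixes than in prefix 388. As prefix 388 holds PBS alone, an effect of the prefix on *Dcstamp* cannot be told apart from one of GA.

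Other technical explanations for *Dcstamp* were tested. Monocytes or border macrophages among the sorted cells would raise their own abundant genes, but the log2 ratio of the monocyte list, GA to PBS, was -0.0632 and that of border macrophages -0.0704. The ratio of median library totals was 1.08 against a ratio of 1.89 for *Dcstamp* after normalization, which argues against library size. With GC and length trends removed, the DESeq2 log2 fold change of *Dcstamp* was 0.91, which argues against such a trend as the cause of its fold change. The 2 DESeq2 calls were not kept in that setting, where 0 genes passed, with adjusted p-values of 0.122 for *Dcstamp* and 0.0566 for *Gm1070*. GC or length trends may therefore contribute to whether DESeq2 calls these genes, although the trends fitted for the 2 genes were 0.00129 and 0.0104 on the log2 scale. The 146 genes with an unadjusted p-value under 0.01 formed 8 same-direction pairs within 1 Mb, against a median of 9 for random genes (p-value 0.697), so no excess of such pairs was seen. Of 14375 genes tested, about as many pass 0.01 by chance alone, which leaves few genes for a common cause to explain. The test therefore cannot decide on segregating haplotypes of the mixed background.

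The enrichment score of the IL-4 list was reached in 2 of 100 divisions under signed 1/unadjusted p-value, and in 6 of 100 under signed 1/adjusted p-value. The list holds *Dcstamp* and *Cd300lf*, which were picked on the real division, and this favours that division, so these counts do not set it apart from an arbitrary grouping. Without the 2 genes the score was 0.534 under signed 1/unadjusted p-value, which 61 of 100 divisions reached, and 0.210 under signed 1/adjusted p-value, which 39 of 100 reached. The score without them is consistent with an arbitrary grouping. Under signed 1/unadjusted p-value, the ranking the methods state, a single top-ranked gene may account for the score of the full list: 83.29% of random lists that contained *Dcstamp* scored as high, since the weight of 1 gene under 1/p fixes most of the sum. Under signed 1/adjusted p-value that share was 1.08% and under signed -log10 p-value 1.59%, so under these rankings *Dcstamp* alone did not account for the score, and *Cd300lf*, which was picked from the same libraries, remained in the list.

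At a preset correlation the camera p-value of the 5 lists was as small in 10 of 100 divisions for the IL-4 list, 51 for DAM, 55 for homeostatic, 61 for interferon and 74 for immediate early genes, so each of these is consistent with an arbitrary grouping. The homeostatic list had a shift of -0.0465 (adjusted p-value 0.183, 6 of 20 genes higher), the interferon list 0.208 (adjusted p-value 0.0459, 22 of 25 genes higher) and the immediate early list -0.0230 (adjusted p-value 0.421, 7 of 19 genes higher). Adjusted over the list alone, 0 genes of each of these lists passed 0.05, and 0, 0 and 1 had an unadjusted p-value under 0.05. The clock list of the *Per1* phase, chosen after seeing prefix values, shifted by -0.236 between GA and PBS (adjusted p-value 0.0258 by camera).

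The interferon list had a mean log2 CPM of 3.52 ± 0.33 (SD, n = 5) in PBS and 3.76 ± 0.76 (SD, n = 5) in GA libraries. Within the GA group it was 3.06 and 3.16 in the libraries of prefix 394 and 3.44, 4.51 and 4.64 in those of prefix 400, a shift of 1.168 (camera p-value 5.5e-12, fry p-value 0.116), larger than the 0.208 between GA and PBS. The value of 400_1 was below the PBS mean. The shift between GA and PBS was 0.326 without 400_1, 0.0229 without 400_2 and 0.00345 without 400_3. Since no prefix holds both treatments, an effect of the prefix and one of GA cannot be told apart for this list.

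The 7 neutrophil genes were lower in the GA group (log2 ratio -2.17), and so was *Itgb2l*, with 2.41 ± 1.66 CPM (SD, n = 5) in PBS and 0.416 ± 0.331 CPM (SD, n = 5) in GA libraries. *Itgb2l* was chosen after its value was seen. RNA from neutrophils could carry *Itgb2l*. With group means removed, *Itgb2l* and the sum of the list had a Pearson r of 0.636 (permutation p-value 0.0866) and a Spearman rho of 0.685 (permutation p-value 0.0650) over the 10 libraries, and r was 0.741 without the 2 libraries farthest from the median, 388_2 and 400_1. This was the 1 relation computed, so its adjusted p-value is the same. The most abundant gene of the list, *Ngp*, had a mean of 42.9 CPM, and 0 of the 7 genes are in another list. No single prefix holds the 6 libraries that a relation within it would need. The relation did not pass 0.05, so RNA from neutrophils and a change in microglia cannot be told apart for *Itgb2l*.

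*Gm10123*, a processed pseudogene on chromosome 9 that DESeq2 placed among the genes higher in GA, had 492 reads in 400_2, 520 in 400_3 and at most 7 elsewhere. These may be reads shared with a near-identical copy: 100% of its 460 words of 31 bases also occur in transcripts of *Ppia*, so the count table cannot show which gene these reads came from. Shared sequence alone does not say why 400_2 and 400_3 differ from the other libraries, and the cause of that difference was not tested.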
